# Transcriptome Dynamics in *Triticum aestivum* Genotypes Associated with Resistance against the Wheat Dwarf Virus

**DOI:** 10.3390/v15030689

**Published:** 2023-03-06

**Authors:** Abdoallah Sharaf, Przemysław Nuc, Jan Ripl, Glenda Alquicer, Emad Ibrahim, Xifeng Wang, Midatharahally N. Maruthi, Jiban Kumar Kundu

**Keywords:** WDV, wheat, resistance, RNA-seq, transcriptome, genotype, virus

## Abstract

Wheat dwarf virus (WDV) is one of the most important pathogens of cereal crops worldwide. To understand the molecular mechanism of resistance, here we investigated the comparative transcriptome of wheat genotypes with different levels of resistance (Svitava and Fengyou 3) and susceptibility (Akteur) to WDV. We found a significantly higher number of differentially expressed transcripts (DETs) in the susceptible genotype than in the resistant one (e.g., Svitava). The number of downregulated transcripts was also higher in the susceptible genotype than in the resistant one (Svitava) and the opposite was true for the upregulated transcripts. Further functional analysis of gene ontology (GO) enrichment identified a total of 114 GO terms for the DETs. Of these, 64 biological processes, 28 cellular components and 22 molecular function GO terms were significantly enriched. A few of these genes appear to have a specific expression pattern related to resistance or susceptibility to WDV infection. Validation of the expression pattern by RT-qPCR showed that *glycosyltransferase* was significantly downregulated in the susceptible genotype compared to the resistant genotypes after WDV infection, while *CYCLIN-T1-3*, a regulator of *CDK* kinases (cyclin-dependent kinase), was upregulated. On the other hand, the expression pattern of the transcription factor (TF) *MYB* (TraesCS4B02G174600.2; myeloblastosis domain of transcription factor) was downregulated by WDV infection in the resistant genotypes compared to the susceptible genotype, while a large number of TFs belonging to 54 TF families were differentially expressed due to WDV infection. In addition, two transcripts (TraesCS7A02G341400.1 and TraesCS3B02G239900.1) were upregulated with uncharacterised proteins involved in transport and regulation of cell growth, respectively. Altogether, our findings showed a clear gene expression profile associated with resistance or susceptibility of wheat to WDV. In future studies, we will explore the regulatory network within the same experiment context. This knowledge will broaden not only the future for the development of virus-resistant wheat genotypes but also the future of genetic improvement of cereals for resilience and WDV-resistance breeding.

## 1. Introduction

Wheat dwarf virus (WDV), genus *Mastervirus* family *Geminiviridae*, is an important viral pathogen of cereal crops worldwide. The virus was first discovered in wheat plants in the former Czechoslovakia [1]. WDV is transmitted by all instars of the leafhopper species *Psammotettix alienus* in a circulative, nonpropagative manner [2]. WDV has a single-stranded circular DNA genome of about 2.7 kb, which is divided into several functional regions: a short intergenic region (SIR) containing the origin of replication and sites with potential promoters for viral genes grouped into two open reading frames for viral movement (MP) and the coat protein (CP); a long intergenic region (LTR); and a complementary open reading frame that produces two additional viral proteins—the replication protein (Rep) and the replication-associated protein (RepA)—by differential splicing [3]. The Rep protein is responsible for replicating viral DNA, and the RepA is responsible for promoting the production of coat proteins and movement proteins, as well as interactions with plant cell cycle mechanisms [4]. The coat protein is the only viral protein present in the virions and is responsible for circulation of the virus within the insect vector and intracellular movement. The movement protein is required for cell-to-cell movement of the virus [5].

WDV causes dwarfing disease in small-grain cereals, which is manifested by dwarfing, mottling, streaking of the stems, reduction in root size, severe stunting, and decline of infected hosts with up to 90% yield loss [6,7,8,9,10,11,12]. Since its first discovery, WDV has been gradually detected in various wheat-growing areas worldwide and has become a serious problem for cereal growers [13]. Although the number of cereal genotypes showing resistance/tolerance to wheat dwarf disease (WDD) is limited, a few wheat genotypes show some degree of resistance to WDV [11,14,15,16], but little is known about the nature and genes involved in these sources of natural resistance with the exception of a few promising quantitative trait loci (QTL) identified in wheat [17]. Resistance in these genotypes is usually characterised by mild disease symptoms and low virus titre in plants, indicating an active defence response [18]. Naturally, plants have developed specific defence responses in host cells to combat virus (pathogen) attacks mediated by different signalling pathways [19,20]. These are often triggered by host–pathogen recognition and interaction and result in host susceptibility or resistance, which depends on the combination of virus–host genotype and pathogenicity determinants of the virus that recognise and interact with host-specific proteins encoded by *R* genes [21,22]. In addition to the *R*-genes, the interaction between plants and viruses appears to be even more complex, involving various signal transduction pathways that may confer plant defence via inducible mechanism of resistance [22,23,24].

The RNA sequencing (RNA-seq) technology has become a very popular tool for studying multiple interactions in biotic and abiotic stresses [24,25]. RNA-seq offers a complex view of comparative gene expression to elucidate the basal defence response during plant-virus interactions [26,27]. The profile of transcriptome and the target gene expression due to virus infection are not obviously unique and are limited to specific host–virus interactions [26]. In recent years, the comparative analysis of transcriptome has been widely used to determine the expression profile of genes associated with resistance or susceptibility of plant genotypes for several viruses [28,29,30,31,32,33]. In this study, we analysed transcriptome in three wheat genotypes with different levels of resistance to WDV in order to identify and correlate the differential expression of RNA transcripts of the genes that may be associated with resistance. The analysis revealed modulation of several genes associated with susceptibility and resistance to the wheat genotypes. Our results also suggested the importance of different metabolic and signalling pathways in gene regulation and wheat resistance to WDV.

## 2. Materials and Methods

### 2.1. Plant Growth and WDV Inoculation

Eleven seeds of each genotype studied were sown individually in 0.23 L plastic pots filled with a soil mixture (60% luvic chernozem and 40% arenic regosol). Before sowing, 0.9 g of NPK (12.4% N, 11.4% P_2_O_5_, 18% K_2_O) and 0.7 g calcium nitrate (15.5% N) were individually added to soil for every plant. The plants were grown in a greenhouse at 15 °C (for 14 h of light) and at 7.0 °C (for 10 h of darkness) until the samples were collected. Wheat plants of three genotypes, Akteur, Fengyou 3 and Svitava were isolated using a small insect isolator cage and individually inoculated using three viruliferous leafhoppers. Inoculation feeding started at growth stage BBCH 12-13/21 (the 19th day of the plants’ cultivation). *P. alienus* individuals and the WDV wheat strain [34] (accession number: FJ546188) were obtained from the virus collection maintained at the Crop Research Institute, Prague. Inoculation feeding lasted for 8 days; after which, the leafhoppers and isolators were removed. In the period of clearly visible WDV symptoms and differences in reaction between genotypes to WDV infection (the 99th day of plants cultivation), plants were removed from the soil and their roots were carefully washed. Any surface water was removed using a paper towel and plants were weighed in a fresh state. The collected samples of whole plants were kept in a freezer (−80 °C) until laboratory evaluation.

### 2.2. Resistance Assessment of Wheat Genotypes to WDV

WDV titres were assayed by qPCR as previously described by Gadiou et al. [35]. The absolute quantification of viral DNA copies was performed by using a LightCycler^®^ 480 (Roche, Basel, Switzerland). The PCR Master Mix comprises 6 μL of LightCycler^®^ 480 SYBR Green I Master Mix (Roche, Basel, Switzerland) and 0.6 μL of the primer pair mix (UnivWDVfw, UnivWDVrv in final concentration of 10 µM). The thermal cycling protocol included initial denaturation at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 1 min, 95 °C for 15 s and 60 °C for 15 s. The fluorescence was measured via a 60–97 °C melting curve. The WDV titre in each sample was calculated with a standard curve that was prepared by cloning the target viral DNA into the vector pGEM-T Easy Vector (Promega, Madison, Wisconsin, USA,). The following mathematical formula was applied: number of copies = (amount of DNA × 6.022 × 10^23^)/(length of the plasmid × 1 × 10^9^ × 660) [36] by using the Avogadro’s constant of 6.023 × 10^23^ mol^–1^. All the samples with WDV infection and standards detected by qPCR were measured in triplicates. Following Levesque-Sergerie et al. [37], we defined the detection limits of our qPCR as follows: Cts < 22 are strong positive reactions indicating abundant target nucleic acid in the sample; Cts from 23–29 are positive reactions indicating minimal amounts of target nucleic acid; and Cts > 30 are weak reactions that could represent environmental contamination. This is the range of Ct values for the NTC (non-template control). These values can be considered as zero in the calculations. The Ct values were determined with LightCycler 480 using the fit points method and then processed in Excel to calculate copy numbers and in GraphPad Prism9 for linear regression (calibration curve) and two-way response ANOVA.

### 2.3. RNA Isolation, cDNA Library Construction and Sequencing

A slightly modified Trizol [38] method was used to extract total RNA from 18 individual samples of the three genotypes derived from three biological replications of each genotype (both WDV inoculated and non-inoculated controls). Immediately prior to use, 100 µL of 10% *w*/*v* sodium lauryl sarcosine and 100 µL of 0.5 M EDTA were added to a freshly prepared Trizol mixture. Total RNA was precipitated with isopropanol and re-precipitated with sodium acetate (0.3 M) and ethanol (2.5 vol) to give similar A260/A230 and A260/A280 ratios in all samples. RNA quality was checked by agarose gel electrophoresis of 3 µg of total RNA isolated from each sample. Next, the RNA samples were diluted and measured RIN on the Agilent Bioanalyzer 6000 system (Santa Clara, CA, USA) using the RNA6000 nano-chip. RIN of all RNA samples was in the range of 8.3–9.2, 100 ng of total. Approximately 100 ng of the extracted RNA was used for complementary DNA (cDNA) library construction and subsequent Illumina sequencing. Eighteen cDNA libraries were generated using QuantSeq 3′mRNA-Seq Library Prep Kit for Illumina (Lexogen, Vienna, Austria) following the manufacturer’s instructions. The final cDNA library was created based on PCR amplification, and library quality was assessed on the Agilent Bioanalyzer 6000 system (Santa Clara, CA, USA) with 2100 expert High Sensitivity DNA Assay. The resulting cDNA library was sequenced using the Illumina NextSeq 550 platform (San Diego, CA, USA) following the manufacturer’s recommendations at the Laboratory of Genomics and Bioinformatics, Institute of Molecular Genetics of the Czech Academy of Sciences. 

### 2.4. Transcriptome Analysis

First, quality-control filtering was performed by removing reads containing adapter or poly-N, the low-quality bases were determined with the FastQC program, and high-quality clean reads were obtained. All the subsequent analyses were conducted using high-quality clean reads. The resulting clean reads were aligned to the reference genome (IWGSC) using the Bowtie2 v2.4.4 software (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml, accessed on 5 March 2021) as previously described [39]. In addition, the annotated transcripts were then used for further analyses as described below.

### 2.5. Differential Expression Analysis of mRNAs

The transcript abundances of mRNAs were quantified using the normalised expression values as fragments per kilobase per million reads (FPKM) by the Cuffdiff v2.2.1 software [40]. Differentially expressed transcripts (DETs) between WDV-infected and non-inoculated genotypes were analysed using the edgaR and DESeq2 R packages [41,42]. The expression-based sample clustering and the principal component analysis (PCA) were performed using the R package (v3.24.3) (https://www.r-project.org, accessed on 5 March 2021). Furthermore, genotypes specific DEmRNAs were used for statistical enrichment testing and gene ontology (GO) analysis using PANTHER tool v. 16 [43]. Finally, the Kyoto Encyclopedia of Genes and Genomes (KEGG) was used to analyse the complex biological process of DETs [44]. We obtained all the pathway items in which all the genotypes-DETs were involved, then global metabolism, stress- and infections-related metabolic pathways were presented. Moreover, the number of DETs and its fold of changes for each KEGG pathway were also calculated.

### 2.6. RT-qPCR Analysis

The quantitative reverse transcription PCR (RT-qPCR) analysis was performed using three biological and three technical replicates of total RNA. First strand cDNA fragments were synthesised using 1 µg of total RNA, RevertAid Reverse Transcriptase 200 U/µL and oligo (dT)_18_ (Thermo Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. The specific primers for RT-qPCR were designed using NCBI Primer-BLAST (RRID:SCR_003095) (Supplementary Tables S1–S6). Melting temperatures between 59–61 °C and amplicon length ranging from 70 to 180 bp were the restrictive parameters for primer selection. Other parameters were kept at the default setting. Allowing only a maximum of two mismatches between the primer and the target sequence, we carefully checked the position in the primer sequence and avoided mismatches, especially in the last five nucleotides of the 3′ end. The final oligos were then purchased from Eurofins Genomics (Ebersberg, Germany). A cDNA sample from a pool of equivalent quantities of each treatment condition was prepared for primer validation. Firstly, a thermal gradient PCR was run with a 20 µL reaction containing 1 ul of the 1:20 diluted pool-cDNA sample, 10 µM forward and reverse primers, nuclease free water and DreamTaq Green PCR Master Mix (Thermo Scientific, Waltham, MA, USA). Cycles were set as recommended by the manufacturer. The amplicons visualised in a 1% agarose gel showed primer specificity, purity and correct size at a 60 °C optimal annealing temperature. After this, the reaction efficiency was calculated for each pair of primers performing a six-point standard curve from the pooled cDNA sample and with four-fold serial dilution of the cDNA. Amplifications were performed with a LightCycler 480 Instrument II (Roche, Basel, Switzerland) in 384-well plates containing 10 μL reaction solutions per well using LightCycler^®^ 480 SYBR Green I Master mix (2× concentrated) to which the corresponding forward and reverse primers were added (10 µM and 4 μL of cDNA template. This process was performed once for each wheat genotype. The cycling conditions were 95 °C for 10 min followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s and 72 °C for 10 s. The resulting Ct values were used to calculate the efficiency from the given slope, after running the standard curves, following the formula E (%) = (−1/(10^slope^ – 1)) × 100. Considering 100% = 2, an acceptable range is between 1.8 to 2.2 [45].

RT-qPCR was performed on the LightCycler 480 system (Roche, Basel, Switzerland) using a LightCycler^®^ 480 SYBR Green I Master mix (Roche, Basel, Switzerland) in 12 μL reactions. The PCR was run at 94 °C for 10 min, 45 cycles of 94 °C for 10 s, 60 °C for 10 s and 72 °C for 10 s. The fluorescence was measured via a 60–97 °C melting curve. The relative expression level of the selected genes to the internal control genes was calculated using the ratio = 2^−ΔΔCT^ [46]. Two reference genes TubB and GAPDH [47] were utilised in this study.

## 3. Results

### 3.1. Evaluation Resistance of Wheat Genotypes to WDV

The resistance of the wheat genotypes in this study was assessed by observing the disease symptoms after virus infection and by analysing the virus titre using qPCR. The highly resistance/susceptibility of the Svitava/Akteur genotypes was known from our previous study [16] and was investigated in the case of the Chinese genotype Fengyou 3, which also performed well in the field after virus inoculation. The Svitava and Fengyou 3 genotypes showed mild disease symptoms after WDV inoculation, such as slight leaf yellowing, little dwarfing and only a slight reduction of the root system compared to the non-inoculated control. On the other hand, the genotype Akteur showed very severe disease symptoms associated with severe yellowing and dwarfing and a severe reduction of the root system. These results show good resistance of Svitava and Fengyou 3, as well as high susceptibility of Akteur to WDV (Figure 1).

We used qPCR for absolute quantification of WDV in three wheat genotypes (Akteur, Svitava and Fengyou 3). WDV was detected in all inoculated plants but not in the control plants. The highest titre was obtained in the susceptible genotype Akteur (8.12 × 10^6^ copies), which was twice and thrice as high as in the Svitava genotype (3.89 × 10^6^ copies) and thrice as high as in the Fengyou 3 genotype (3.14 × 10^6^ copies), respectively (Figure 2, Supplementary Table S2). A two-way analysis (ANOVA) was conducted to analyse the effects of WDV inoculation and genotype on the WDV copy number. The analysis showed that there was a statistically significant interaction between the effects of virus inoculation and genotype (F (2, 13) = 6.52, *p* = 0.011). Both virus inoculation (*p* < 0.0001) and wheat genotype (*p* = 0.011) had statistically significant effects on virus copy numbers. Tukey’s test for multiple comparisons was applied to determine the statistical significance of WDV titre in inoculated Fengyou 3 and Svitava compared to Akteur (a susceptible genotype), with *p* < 0.05 and *p* < 0.01, respectively. The lower virus titres in the WDV-inoculated Fengyou 3 and Svitava genotypes compared to the Akteur genotype confirmed the higher levels of resistance to WDV observed in the form of milder disease symptoms in these genotypes (Figure 1).

### 3.2. Sequencing Output and Assembly

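Wheat plants of 3 genotypes were sequenced: Akteur, which is susceptible to Wheat dwarf virus (WDV), and Fengyou 3 and Svitava, which are resistant. WDV is a DNA virus of cereals that leafhoppers transmit. Plants were exposed singly to leafhoppers carrying WDV from day 19, for 8 days, or were left non-inoculated, and were harvested on day 99. The methods describe whole plants as the material and the sample labels describe leaves. The values come from 18 libraries, 3 of WDV-infected and 3 of non-inoculated plants of each genotype. The infected plants are numbers 1, 2 and 3 of Akteur, 1, 3 and 5 of Fengyou 3, and 1, 2 and 3 of Svitava. The non-inoculated plants are numbers 8, 9 and 10 of Akteur, 9, 10 and 11 of Fengyou 3, and 6, 7 and 8 of Svitava.
Libraries were made with the QuantSeq 3′ mRNA-Seq kit, which reads the 3′ end of each transcript, and were read on 4 lanes of a NextSeq instrument. The authors filtered the reads, aligned them to the IWGSC wheat genome with Bowtie2 and deposited estimated counts per gene and lane. The program that made the counts is not given in the sources used here. The 72 samples of the labels are the lanes of the 18 libraries, since the file names in Table S3 carry the plant and a lane number; the table itself, like the labels, calls them replicates. The 4 lanes of a library differed far less than plants of a group did: the chi-square per degree of freedom over genes had a median of 17.5 between lanes and 425 between plants. Over genes above 0 in all lanes or plants compared, a choice made later, the medians were 2.008 and 432. Plants hold the summed counts of their lanes, and greater depth raises the statistic, so the ratio of the medians is not a measure of size. Lanes were therefore summed and the plant was taken as the replicate, so that p-values measure the spread between plants. Lane 3 of non-inoculated Akteur plant 10 holds the same values as lane 2, so the pair was counted as 1 lane.
Summed counts per library ran from 23850923 to 29651254 (median 29162151) in infected and from 19205436 to 27030848 (median 20654483) in non-inoculated Akteur. In Fengyou 3 they ran from 23985356 to 25327496 (median 24034375) and from 23214067 to 27464444 (median 24217172). In Svitava they ran from 21683046 to 28695441 (median 24699806) and from 26230945 to 34334940 (median 27592786).
The number of genes listed above 0 differed between libraries by more than depth. It was 10977 to 23854 in 17 libraries and 52017 in non-inoculated Svitava plant 8. Of the 7605 genes with a median of at least 400 counts, 4542 were listed at 0 in at least 1 library, so a gene listed at 0 is not taken as absent here. Higher and lower refer to infected against non-inoculated plants as the libraries are labelled. The held part of Table S4, the first 1998 of its 18832 rows, was set against fold changes from the lanes. Within 0.06 on the log2 scale, in any genotype, 1230 rows matched with the sign turned and 8 as printed. Throughout, DETs have p under 0.001 and a log2 fold change beyond 2 from edgeR, and a gene is said to have risen or fallen only at an adjusted p under 0.05.

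**Figure D1:**
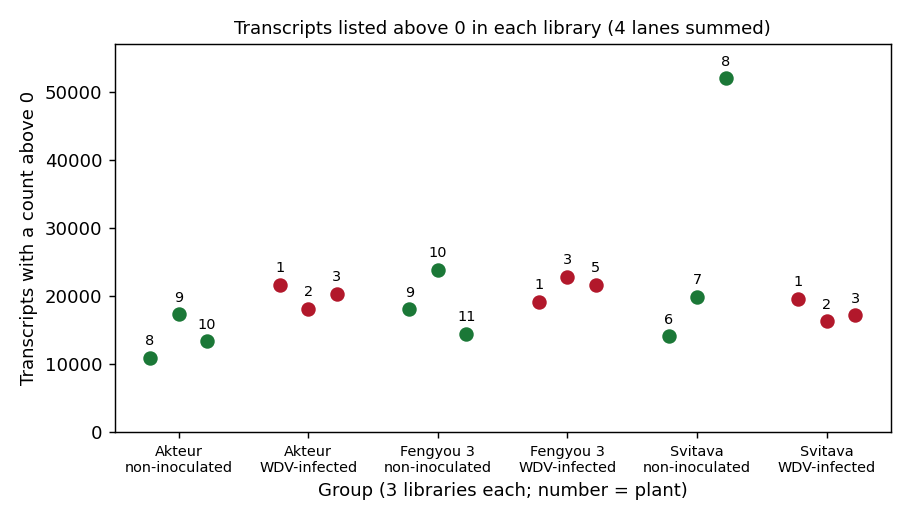
Number of genes listed above 0 in each of the 18 libraries (vertical axis), by genotype and treatment (horizontal axis). Each point is 1 library, the number beside it is the plant, and the point for non-inoculated Svitava plant 8 lies at 52017, with the other libraries between 10977 and 23854.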

RNA from 72 samples corresponding to three *T. aestivum* genotypes (Akteur, Fengyou 3 and Svitava), two treatments (non-inoculated and infected with WDV) and four biological replicates were used for Illumina Genome Analyzer deep sequencing. At least 6.9 million raw reads were generated for non-inoculated and WDV-infected genotypes of *T. aestivum*. After cleaning, the number of reads was reduced to 6.8 million. In total, we generated 616 million raw reads and 604 million cleaned reads (Supplementary Table S3). The 72 sets of cleaned reads were mapped to the current reference wheat genome (IWGSC) using Bowtie2 v2.4.4 software (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml, accessed on 5 March 2021). 

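Alignment to the wheat genome was lowest in the infected Akteur plants. Averaged over the lanes of each library, the paper's Table S3 gives 75.8 to 80.6% of reads aligned in infected and 81.6 to 82.6% in non-inoculated Akteur, with 3 plants in each group. The paper's rates were 80.5 to 83.9% and 82.3 to 84.5% in Fengyou 3, and 79.8 to 84.8% and 78.6 to 83.6% in Svitava. The difference between the group means, infected minus non-inoculated, was -3.68 percentage points in Akteur, -1.31 in Fengyou 3 and 0.523 in Svitava. Over the 3 genotypes this did not pass an exact two-sided permutation test of the treatment within genotypes (p = 0.154, 8000 arrangements). By treatment, the paper's table sums to 321004812 raw reads for non-inoculated and 295070431 for infected plants, of which 259104120 and 234221770 were mapped. The deposited counts sum to 236799618 and 231089848. By library, counts exceeded the mapped reads in infected Akteur plants 1 (29651254 against 28121760), 2 (23850923 against 22826160) and 3 (29162151 against 26895980). They also did in non-inoculated Svitava plant 8 (34334940 against 32926500) and barely in infected Svitava plant 2 (28695441 against 28694230). In all other libraries, the Akteur controls included, they lay below. Counts per mapped read thus run with treatment in Akteur, and the cause was not tested.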

Approximately 259 (non-inoculated genotypes) and 234 million (WDV-infected genotypes) reads were mapped to the reference genome, accounting for 82.63% and 80.88% of the total clean reads for non-inoculated and WDV-infected genotypes, respectively (Supplementary Table S3).

### 3.3. Differential Expression Analysis

Transcript read counts were quantified based on fragments per kilobase per million (FPKM) normalised matrix to facilitate comparison of mRNA levels. Differentially expressed transcripts (DETs) (*p*-value < 0.001 and log2 (fold change) > 2) were defined as transcripts that were significantly enriched or depleted in WDV-infected genotypes compared to that in control genotypes (Supplementary Table S4). 

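The genotype of a plant showed in its expression profile more than its treatment did. Correlations were taken on log2 CPM, the counts scaled to library size, with a pseudocount of 1. The library most correlated with a given library was of the same genotype for 15 of the 18 libraries. It was of the same treatment for 12, and of the same genotype and treatment for 10. Without non-inoculated Svitava plant 8, Pearson correlations had a median of 0.664 between plants of the same genotype and treatment (0.588 to 0.719). They had a median of 0.636 between infected and non-inoculated plants of a genotype (0.576 to 0.686) and of 0.61 between genotypes at the same treatment (0.557 to 0.672). The ranges overlap, and correlations are over genes, which are not independent replicates. Pairs with Svitava plant 8, the library with most genes listed above 0, lay between 0.551 and 0.728. The lanes of a library correlated at 0.929 to 0.971, and all 71 lanes were nearest to a lane of their own library. Hierarchical clustering split off the 4 lanes of non-inoculated Akteur plant 8 before any other group.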

Based on the log_10_ RPKM of the 72 samples, hierarchical clustering of DETs was performed to observe the overall pattern of gene expression (Figure 2A,B). After a systematic assessment of the expression profiles of the mRNAs, we found that a total of 22,931 DETs were present in both non-inoculated and WDV-infected libraries. 

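Between infected and non-inoculated plants there were 21 DETs in Akteur, 12 in Fengyou 3 and 4 in Svitava, a sum of 37 in which 2 shared transcripts are counted in each of their genotypes. In Akteur, 5 transcripts, not all of them DETs, passed an adjusted p under 0.05 from edgeR, of which 1 rose and 4 fell. TraesCS5A02G165700 fell from 2415 to 451.8 CPM, a log2 fold change of -2.42 (standard error 0.15, n = 3 against 3, edgeR adjusted p = 0.0136). TraesCS5D02G329200 fell from 2540 to 523.5 CPM, a log2 fold change of -2.28 (standard error 0.22, edgeR adjusted p = 0.0475). TraesCS5B02G382300 rose: it was listed at 0 in the 3 non-inoculated plants and at 343.7, 369.8 and 304.9 CPM in the infected plants (edgeR adjusted p = 0.0475). The tables used here pair none of these 3 with a gene name.
Among the DETs that have a function and no library at 0, chosen after their values were seen, was TraesCS2D02G294300, a phosphatidate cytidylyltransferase, which makes the CDP-diacylglycerol used for membrane phospholipids. It was at 131.9 CPM in infected and 636.6 in non-inoculated Akteur (log2 fold change -2.27, standard error 0.29, edgeR adjusted p = 0.163). TraesCS3A02G230000, a PPPDE domain-containing protein, was at 30.61 and 281.1 CPM (log2 fold change -3.20, standard error 0.55, edgeR adjusted p = 0.23). All 9 DETs that were higher in infected Akteur were listed at 0 in the 3 non-inoculated plants.
With all 18 libraries in a single model, TraesCS5A02G165700 and TraesCS5D02G329200 passed (edgeR adjusted p = 0.00151 for each), while TraesCS5B02G382300 in Akteur did not (edgeR adjusted p = 0.362). Under other scalings within Akteur, TraesCS5D02G329200 passed neither with the size factors of DESeq2 nor with library size alone, and TraesCS5B02G382300 not with those size factors. With 2 plants against 3, 0 of 5 passed without infected plant 1, 2 or 3 or non-inoculated plant 8 or 9, and without non-inoculated plant 10, 3 transcripts passed (1 higher, 2 lower). The folds held: whichever plant was left out, the log2 fold change was -2.46 to -2.32 for TraesCS5A02G165700 in Akteur and -2.46 to -2.15 for TraesCS5D02G329200 in Akteur. DESeq2, run as an alternative, called 1455 transcripts in Akteur; on counts simulated with the observed dispersion it called 301 that had not been changed.

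**Figure D2:**
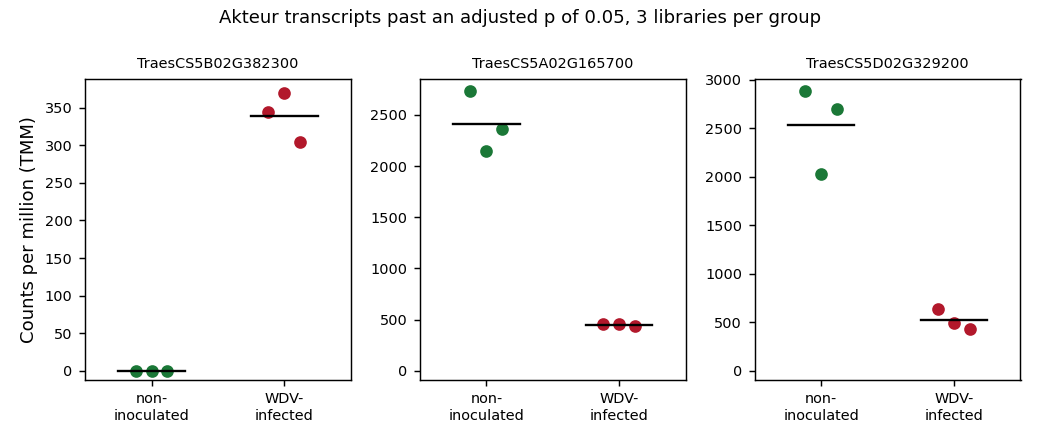
CPM of TraesCS5B02G382300, TraesCS5A02G165700 and TraesCS5D02G329200 in each Akteur plant, on separate vertical axes, by treatment on the horizontal axis. Each point is 1 plant and the line is the mean of the group; the 3 infected plants lie above the 3 non-inoculated plants for TraesCS5B02G382300 and below them for the other transcripts.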

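In Fengyou 3, transcription factors of several families were listed above 0 in the infected plants alone. Functions were known here for the factors of Table S6 and for the held part of Table S4, where every transcript is listed as up by the paper and most run lower by the labels, so a named transcript that is higher is mostly a factor by that choice. The DET TraesCS3B02G468400, of the SBP family of plant transcription factors, was listed at 0 in the 3 non-inoculated plants and at 103.2, 90.13 and 55.32 CPM in the infected plants. The same held for the bHLH factors TraesCS2D02G163900 (74.7, 32 and 71.58 CPM) and TraesCS3B02G426900 (35.19, 24.65 and 54.18 CPM). It also held for the WRKY factors TraesCS3D02G113300 (36.32, 19.06 and 60.33 CPM) and TraesCS2D02G489700 (47.49, 57.59 and 13.97 CPM). The other way round, an annexin, TraesCS1B02G313100, was listed at 0 in the 3 infected plants and at 30.33, 21.96 and 30.68 CPM in the non-inoculated ones. TraesCS3A02G081300, a protein with the core domain of ubiquitin-conjugating enzymes, was at 60.27 CPM in infected and 186.1 in non-inoculated plants (log2 fold change -1.63, standard error 0.40).
In Svitava, the transcripts of this kind were lower in infected plants. The DET TraesCS2A02G421400, a protein kinase, was listed at 0 in the 3 infected plants and at 87.49, 129.6 and 56.6 CPM in the non-inoculated ones. TraesCS2A02G214700, a MYB domain protein, was likewise listed at 0 against 52.83, 45.46 and 52.75 CPM. TraesCS4A02G219700, a NAC factor, was at 241.2 CPM in infected and 96.13 in non-inoculated Svitava (log2 fold change 1.33, standard error 0.45). None of these transcripts passed the adjusted threshold, with edgeR adjusted p at 0.511 in Fengyou 3 and 1 in Svitava. In Fengyou 3, 18529 transcripts were tested, and in Svitava 18858.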

Akteur, Fengyou 3 and Svitava each expressed 9258, 9071 and 4602 DETs, respectively. Moreover, the number of downregulated transcripts was 7208 (~77.6%), 5509 (~60.7%) and 352 (~7.7%), while the number of upregulated transcripts was 2050 (~22.1%), 3562 (~39.3%) and 4250 (~92.4%) for the Akteur, Fengyou 3 and Svitava genotypes, respectively (Figure 3C). These results show that the overall transcriptional expression profile is lower in the susceptible genotype (Akteur) than in the resistant genotype (Svitava) due to WDV infection. Nevertheless, the number of DETs was greater in the Akteur genotype than in the Svitava genotype. 

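By the labels of the libraries, higher DETs outnumbered lower ones in Fengyou 3 and lower DETs outnumbered higher ones in Svitava. Akteur had 9 higher and 12 lower DETs, Fengyou 3 had 11 higher and 1 lower, and Svitava had 0 higher and 4 lower. Beside the 0, edgeR gave 68 higher and 475 lower transcripts in Svitava at an unadjusted p under 0.05, and DESeq2 gave 4 higher and 305 lower DETs. All DETs of Fengyou 3 and Svitava were listed at 0 in a whole group. TraesCS6A02G027900 was the lower DET in Fengyou 3 and TraesCS5A02G010500 was among the lower DETs in Svitava; both were chosen after their values were seen. Transcripts listed in all 3 infected plants and in no non-inoculated plant numbered 770 in Akteur, 399 in Fengyou 3 and 1 in Svitava, and 24, 72 and 334 the other way round. With 1 non-inoculated plant left out, a choice made after the counts were seen, the first count can only stay or grow, since fewer plants must be at 0; it was 1042 to 2039 in Akteur, 616 to 1141 in Fengyou 3, and in Svitava 452 without plant 8 and 1 without plant 6 or 7.
The counts depend on single plants. Without non-inoculated Svitava plant 8, the library with 52017 genes above 0, Svitava had 5 higher and 0 lower DETs, with 488 higher and 441 lower transcripts at an unadjusted p under 0.05 (DESeq2 was not run without it). It had 0 lower DETs also without non-inoculated plant 7, 1 without non-inoculated plant 6, and 9 and 14 without infected plant 1 or 3. Akteur had 1 higher DET without infected plant 1, 2 or 3 and 20, 27 and 93 without non-inoculated plant 10, 8 or 9, and 6 lower DETs without plant 8. Fengyou 3 had 0 higher DETs without infected plant 1, 3 or 5, and 20 and 26 without non-inoculated plant 10 or 11; its lower DET ended without infected plant 1 or any non-inoculated plant, and 2 and 4 were found without infected plant 5 or 3.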

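Over all transcripts tested, infected Akteur plants lay slightly above their non-inoculated controls, but not over transcripts above 0 in every library. The position of infected Svitava plants depended on the transcripts and libraries taken. Of the 15289 transcripts tested in Akteur, 59.2% were higher in infected plants, with a median log2 fold change of 0.33. In Fengyou 3 the share was 53.3% and the median 0.09. In Svitava the share was 48.5% and the median -0.04, which became 0.01 with the size factors of DESeq2 and 0.15 without non-inoculated plant 8. A set of transcripts above 0 in every library of a genotype was chosen after the result was seen. There the shares were 48.4% in Akteur, 49.8% in Fengyou 3 and 50.1% in Svitava, and the Akteur median was -0.04. In a single model of all 18 libraries, which tests 32177 transcripts, the median was 0.34 in Akteur and -0.48 in Svitava, and that of the difference between them 1.68. When the response of Akteur was tested against that of Svitava in this model, 1 transcript passed an adjusted p under 0.05 from edgeR. It was TraesCS7A02G302200, chosen after its values were seen, which was listed at 0 in non-inoculated Akteur and at 65.3 CPM (SD 13.7, n = 3) in infected Akteur, against 66.7 and 37.8 CPM in Svitava. Chance is not excluded for it, as 22 of 40 splits of the plants within genotypes gave as many (highest other 8). Among transcripts with a function, TraesCS1D02G122600, an NAD(P)H dehydrogenase (quinone), had a log2 difference in response of -8.71 (standard error 2.26, edgeR adjusted p = 0.246). Leaving out 1 plant gave 0 (for example without infected Akteur plant 1) to 28 transcripts (without non-inoculated Akteur plant 9). At an unadjusted p under 0.05 the model gave 4836 transcripts with a higher response in Akteur and 438 with a higher response in Svitava. These counts and the medians of the model include non-inoculated Svitava plant 8 and were not taken without it. Within Svitava alone, 68 higher and 475 lower transcripts at that level became 488 and 441 without that plant. The imbalance is therefore no measure of a broad difference in response. From the numbers of upregulated and downregulated transcripts in each genotype (Figure 3C), the paper concludes that WDV infection leaves the overall expression profile lower in Akteur than in Svitava. The held fold changes of the paper run opposite to the labels used here. With the sign turned, the order over all transcripts tested is the paper's, while over those above 0 in every library the shares are close.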

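With the filter used here, Akteur had most transcripts that differed between infected and non-inoculated plants. At an adjusted p under 0.05 from edgeR, 5 transcripts passed in Akteur and 0 in Fengyou 3 and Svitava. In Akteur this became 1 with the size factors of DESeq2 and 0 to 3 with 1 plant left out. Without a filter the order turned, with 10 higher and 20 lower in Akteur and 14 higher and 45 lower in Svitava. With p unadjusted and under 0.05, 1148 transcripts were higher and 272 lower in Akteur, and 631 were higher and 238 lower in Fengyou 3. A set of transcripts above 0 in every library of a genotype was chosen after the result was seen. There Akteur had 251 higher and 358 lower, Fengyou 3 258 and 226, and Svitava 143 and 153. DESeq2 called 578 transcripts higher and 144 lower in Fengyou 3, and 8 higher and 304 lower in Svitava, at the same adjusted threshold. On counts simulated with the observed dispersion it called 394 unchanged transcripts in Fengyou 3 and 389 in Svitava, and at a dispersion of 0.05 18 and 29, where edgeR called 6 and 10. In Akteur, the 3 infected plants lay all above or all below the 3 non-inoculated ones for 21.5% of transcripts. The share was 13.9% in Fengyou 3 and 9.93% in Svitava, where chance alone gives 10%. Genes are not independent, so a share above 10% is no test. Each infected Akteur library also lists more genes above 0 (18166 to 21701) than each control (10977 to 17342). How much of the Akteur share comes from that was not tested. Listed values differed widely between plants of a group, zeros included: the common dispersion was 3.34 in Akteur, 3.12 in Fengyou 3 and 3.65 in Svitava. On counts simulated with the observed dispersion, edgeR recovered 4.94% of transcripts changed 16-fold in Akteur, 12.5% in Fengyou 3 and 3.61% in Svitava, and 0% of those changed 4-fold.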

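The estimated fold changes of Fengyou 3 and Akteur correlated weakly. Over the 12635 transcripts tested in both, their log2 fold changes correlated at a Pearson r of 0.0938 and a Spearman rho of 0.151, and 57.2% had the same sign. Over the 4462 of these with no library at 0, r was 0.175 and rho 0.223. Fengyou 3 and Svitava correlated at 0.077 and 0.111 over 14631 transcripts, and Akteur and Svitava at -0.00492 and 0.0569 over 12542. Over transcripts with no library at 0 these pairs came closer, at 0.159 and 0.199 over 5391 and at 0.12 and 0.154 over 4331. These are correlations over genes, which are not independent replicates. The wide spread between plants lowers them, and how high they could reach for equal responses was not computed. Tested directly, 2 transcripts passed the test of Akteur against Fengyou 3 at an adjusted p under 0.05 from edgeR: TraesCS7A02G302200, at 41.6 CPM in infected and 76.3 in non-inoculated Fengyou 3, and TraesCS1D02G207000. The second was listed at 0 in the 3 non-inoculated plants of Fengyou 3 and at a mean of 66.2 CPM in its infected plants, against 122 and 54.5 CPM in non-inoculated and infected Akteur. Both were chosen after their values were seen, and the edgeR adjusted p was 0.0201 for each. Chance is not excluded for this count, since 9 of 40 splits of the plants within genotypes, the real one included, gave as many (highest other 6). Leaving out 1 plant gave 0 (for example without infected Fengyou 3 plant 5) to 25 transcripts (without non-inoculated Akteur plant 9). With p unadjusted and under 0.05, 2305 transcripts had a higher and 1213 a lower response in Akteur than in Fengyou 3.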

Strikingly, the expression profile of the resistant genotype Fengyou 3 was comparable to that of the susceptible genotype Akteur (Figure 3A–C). Moreover, we identified 6361 and 6180 genotype-specific DETs in the Akteur and Fengyou 3 genotypes, respectively; only 2742 Svitava-specific DETs were found (Figure 3D). Furthermore, the resistance genotypes (Fengyou 3 and Svitava) had 791 DETs in common, while all genotypes had 272 DETs in common.

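Nearly all DETs were found in a single genotype. Of 35 distinct DETs, 20 were DETs in Akteur alone, 11 in Fengyou 3 alone and 2 in Svitava alone. Those of Fengyou 3 included the SBP factor TraesCS3B02G468400, and those of Svitava were the protein kinase TraesCS2A02G421400 and TraesCS5A02G010500. Being a DET in a single genotype does not show that the response differed between genotypes, which needs its own test. In the test of Fengyou 3 against Svitava, TraesCS4B02G037800 passed (edgeR adjusted p = 0.0107). It was listed at 0 in non-inoculated Fengyou 3 and at a mean of 35.8 CPM in infected Fengyou 3, and at a mean of 15.1 CPM in non-inoculated Svitava and 0 in infected Svitava. It was chosen after its values were seen, and chance is not excluded, since 22 of 40 splits of the plants within genotypes gave as many transcripts (highest other 6). The bHLH factor TraesCS2D02G163900 did not pass that test (edgeR adjusted p = 0.395). Leaving out 1 plant gave 0 (for example without infected Svitava plant 2) to 7 transcripts (without non-inoculated Svitava plant 6). Unadjusted and under 0.05, p gave 3219 transcripts with a higher response in Fengyou 3 than in Svitava and 192 with a lower one.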

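The genotypes shared few DETs, and those they shared went in opposite directions. TraesCS2A02G541800, a DET in Fengyou 3 and Svitava, was listed at 0.8818, 1.109 and 1.626 CPM in infected Fengyou 3 and at 0 in its non-inoculated plants. In Svitava it was listed at 0 in infected plants and at 0.8818, 2.012 and 1.008 CPM in non-inoculated ones. TraesCS2D02G108500, a DET in Akteur and Svitava, was listed at 0 in non-inoculated Akteur, at 124.6, 107.3 and 94.18 CPM in infected Akteur, and at 0 in infected Svitava. Both were chosen after their values were seen. Independent lists would share 0.00317 higher DETs in Akteur and Fengyou 3, more than in any other pair or direction, and the count shared in 1 direction was 0. edgeR gave 0 DETs common to all 3 genotypes, where DESeq2 gave 2. With p unadjusted and under 0.05, 2 transcripts were higher and 17 lower in all 3 genotypes, and Fengyou 3 and Svitava shared 12 higher and 28 lower ones. At that level, unlike among the DETs, transcripts were thus shared in the same direction. The lists of lower transcripts held 272 in Akteur, 238 in Fengyou 3 and 475 in Svitava. What independent lists of these sizes would share was not computed.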

The PANTHER Classification System (v.14.0) was used for the functional statistical enrichment test for the DETs of the Akteur, Fengyou 3 and Svitava genotypes. Next, the obtained Gene Ontology (GO) categories were summarised using Revigo [48]. The result showed that a total of 114 GO terms were populated for the DETs of the Akteur, Fengyou 3 and Svitava genotypes. Of these, 64 (biological process), 28 (cellular component) and 22 GO terms (molecular function) were significantly enriched (*p* < 0.05) (Supplementary Table S5 and Figure 4).

A total of 8507 (~91.89%) of the 9258 DETs in the Akteur genotype were involved in differential binding activity in the molecular function category. The highest proportion of these DETs were involved in ion binding (GO:0043167), while the remaining DETs belonged to different subcategories such as phosphotransferase activity (GO:0016773), protein kinase activity (GO:0004672) and acyltransferase activity (GO:0016746) (Supplementary Table S5 and Figure 3). In lineage, DETs in the Fengyou 3 genotype were involved in binding activities such as small molecule binding (GO:0036094), but the majority were involved in protein kinase activity (GO:0004672). In addition, the majority of DETs in the Svitava genotype were involved in ion binding (GO:0043167) (Supplementary Table S5 and Figure 4). 

Furthermore, GO enrichment analysis showed that the predicted target genes were involved in a wide array of biological processes (Supplementary Table S5 and Figure 4). 

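Of the 3 listed genes of the light reactions tested in Akteur, the clearest difference was in PSA3 (TraesCS2B02G593000), which was lower in infected plants. PSA3 is an assembly factor of photosystem I. TraesCS5A02G165700 and TraesCS5D02G329200, which fell in Akteur, have no function here, so whether they act in photosynthesis is not known. PSA3 is therefore not ranked against them. PSA3 was at 8.473, 20.37 and 11.63 CPM in the infected and 120.4, 234.6 and 198.2 CPM in the non-inoculated plants, a log2 fold change of -3.77 (standard error 0.79, edgeR adjusted p = 0.23). With all 18 libraries in a single model its edgeR adjusted p was 0.0247. The chlorophyll a-b binding proteins TraesCS2D02G091300 and TraesCS1D02G092900 had log2 fold changes of -3.72 (standard error 3.08) and 2.28 (standard error 3.27). These 3 are the members tested of a list of 15 genes of the light reactions, and 0 passed over all transcripts by edgeR, while PSA3 passed when adjusted over the list alone, was the 1 below an unadjusted p of 0.05, and was the 1 called by DESeq2. For tetrapyrrole synthesis, which includes that of chlorophyll, neither of 2 listed genes had counts enough to be tested in Akteur, and the list for carbon fixation held 0 genes.
Among 32 transport genes, 11 were tested in Akteur. The nitrite transporter TraesCS1B02G376100 had a log2 fold change of -7.61 (standard error 2.78, edgeR adjusted p = 0.364), and the metal transporter TraesCS2B02G261200 one of -3.60 (standard error 1.98). edgeR called 0 of the 11 over all transcripts and 0 when adjusted over the list alone, with 0 higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 1 lower. The lists were drawn by function from the held part of Table S4, which the study chose on these libraries, so counts adjusted over a list alone are not independent evidence.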

Among the DETs enriched in the Akteur genotype GO categories, localisation (GO:0051179), transport (GO:0006810), phosphorylation (GO:0016310), catabolic processes (GO:0009056) and mRNA processing (GO:0006397) were significantly repressed, while mRNA processing (GO:0006397), photosynthesis (GO:0015979), tetrapyrrole metabolic process (GO:0033013), carbon fixation (GO:0015977), response to cold (GO:0009409) and water deprivation (GO:0009414) were activated (Supplementary Table S5 and Figure 4). 

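In Fengyou 3, PSA3 was at 139.4 CPM in infected and 184.9 in non-inoculated plants, a log2 fold change of -0.41 (standard error 0.51, edgeR adjusted p = 1). Its response was lower in Akteur than in Fengyou 3 by a log2 difference of -3.34 (standard error 0.78), which did not pass over all transcripts (edgeR adjusted p = 0.407). The thylakoid membrane protein TERC (TraesCS1A02G130100) had a log2 fold change of -1.97 (standard error 1.71) in Fengyou 3. Of 15 genes of the light reactions, 3 were tested in Fengyou 3 and all had a lower mean in infected plants. edgeR called 0 of them over all transcripts and 0 when adjusted over the list alone, with 0 at an unadjusted p under 0.05 and 0 by DESeq2. The study chose the list on these libraries. Of protein kinases, TraesCS1D02G243700 had a log2 fold change of -0.05 (standard error 2.26).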

Similar to Akteur, the enriched GO categories of DETs in the Fengyou 3 genotype phosphorylation (GO:0016310) was suppressed and photosynthesis (GO:0015979) was activated. Interestingly, other biological processes such as lipid biosynthesis (GO:0008610), mRNA splicing (GO:0000398), amine metabolism (GO:0009308) and regulation of cellular ketone metabolism (GO:0010565) were suppressed, while cellular response to extracellular stimuli (GO:0031668) and zinc ion transport (GO:0006829) were activated. In contrast, the enriched GO categories of DETs in the Svitava genotype show significant activation of a wide range of biological processes, including cellular processes (GO:0009987), metabolic processes of nitrogen compounds (GO:0006807), organisation or biogenesis of cellular components (GO:0071840), nucleic acid metabolism (GO:0090304) and RNA processing (GO:0006396), while response to cold (GO:0009409) and response to water deprivation (GO:0009414) were suppressed (Supplementary Table S5 and Figure 4).

At the cellular component category, the enriched GO terms of the DETs in Akteur genotype corresponding to nucleus (GO:0005634) and endomembrane system (GO:0012505) were suppressed, while in Fengyou 3 the suppression of DETs was observed in the intracellular non-membrane-bounded organelle (GO:0043232), vesicle (GO:0031982) and endosome (GO:0005768). In contrast, the enriched GO terms of the DETs in Akteur genotype corresponding to almost all cellular components were activated (Supplementary Table S5 and Figure 4). 

To gain insights into the functional significance of the common and genotype-specific DETs, we created UpSet plots of the enriched PANTHER protein classes for the three genotypes. The results showed that Akteur-specific DETs represent the repression of the protein class G (PC00020) (Figure 4). In addition, Fengyou 3-specific DETs represent the suppression of the protein class lipase (PC00143), while Svitava-specific DETs represent the activation of the protein classes chaperone (PC00072) and reductase (PC00198). 

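None of the chaperone and reductase genes tested in Svitava passed the adjusted threshold. Among 14 heat shock and chaperone genes, 3 were tested in Svitava, of which 2 were higher and 1 lower in infected plants. The J domain proteins TraesCS1A02G160700 and TraesCS1A02G057200, co-chaperones of HSP70, had log2 fold changes of 2.67 (standard error 2.97) and -5.69 (standard error 3.06). Among 14 reductase genes, 4 were tested, of which 3 were higher and 1 lower. A methionine sulfoxide reductase, TraesCS2B02G377000, which repairs oxidised methionine, had a log2 fold change of 0.95 (standard error 1.32), and CDC25, TraesCS3A02G277300, one of 1.42 (standard error 1.97). The ketimine reductase TraesCS2A02G575500 was listed at 0 in the infected plants and at 2.76, 8.318 and 15.69 CPM in the non-inoculated ones. In either list edgeR called 0 genes in Svitava, over all transcripts or adjusted over the list alone, and DESeq2 0. At an unadjusted p under 0.05 there were 0 chaperone genes and 1 reductase, which was lower. In Akteur the small heat shock protein TraesCS2B02G446300 had a log2 fold change of 2.28 (standard error 2.88), and in Akteur and Fengyou 3 edgeR and DESeq2 called 0 genes of either list, with 0 at an unadjusted p under 0.05. Both lists come from a table that the study chose on these libraries.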

Interestingly, resistant genotype-specific DETs represent activation of the protein classes isomerase (PC00135), metalloprotease (PC00153) and aminoacyl-tRNA synthetase (PC00047) and suppression of a transmembrane signalling receptor class (PC00197) (Figure 4). Finally, all genotypes under WDV infection showed activation of six protein classes, including lyase (PC00144) and oxidoreductase (PC00176), while eight protein classes were suppressed, including protein binding activity modulator (PC00095), transferase (PC00220), transporter (PC00227) and hydrolase (PC00121) (Figure 5).

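No gene of the lyase, oxidoreductase, transport and glycosyltransferase lists passed over all transcripts in any genotype. Phenylalanine ammonia-lyase, which opens the phenylpropanoid pathway, was represented by TraesCS1A02G229100, with log2 fold changes of 0.93 (standard error 2.65) in Akteur and 1.03 (standard error 2.10) in Fengyou 3. Of 11 lyase genes, 1 of 2 tested was higher in Akteur, 5 of 6 in Fengyou 3 and 3 of 4 in Svitava. edgeR called 0 of them, over all transcripts or adjusted over the list alone, with 0 at an unadjusted p under 0.05 and 0 by DESeq2.
These lists are drawn from the held rows of Table S4, which the paper lists as up without exception. By the labels, 270 of the 412 held transcripts tested in Akteur, 390 of 613 in Fengyou 3 and 381 of 574 in Svitava were lower in infected plants, so a lower share in a list is largely set by that choice. Of 34 oxidoreductase and detoxification genes, 6 of 8 tested were lower in Akteur, 6 of 13 in Fengyou 3 and 14 of 15 in Svitava. The glutathione transferases TraesCS2D02G467500 and TraesCS2D02G467900 had log2 fold changes of -7.77 (standard error 2.61, edgeR adjusted p = 0.289) and -5.43 (standard error 2.67, edgeR adjusted p = 0.74) in Akteur. In Svitava the glutathione transferase TraesCS1A02G248800 was listed at 0 in infected plants against 82.81, 64.22 and 15.65 CPM, and was the 1 gene of the list called, lower, when adjusted over the list alone. Of 32 transport genes, 9 of 14 tested were lower in Fengyou 3 and 7 of 9 in Svitava. In Fengyou 3 the magnesium transporter TraesCS2B02G308900 had a log2 fold change of -5.01 (standard error 2.96) and the ABC transporter TraesCS1A02G124100 one of -2.16 (standard error 1.77). In Svitava the ABC transporter TraesCS2B02G588600 was listed at 0 in infected plants and at 3.681, 28.4 and 18.89 CPM in the others.
Among transferases, 8 of 10 tested glycosyltransferases were lower in infected Svitava. TraesCS2D02G133500, TraesCS1A02G143900 and TraesCS1D02G301100 were listed at 0 in its infected plants and were lower when adjusted over the list alone. Their non-inoculated plants were at 83.01, 38.8 and 10.26 CPM, at 10.31, 112.5 and 20.22 CPM, and at 67.67, 27.82 and 2.771 CPM. In Akteur and Fengyou 3, the glycosyltransferase TraesCS1A02G164000 had log2 fold changes of 0.90 (standard error 2.02) and 2.30 (standard error 1.93).
Over all transcripts edgeR thus called 0 genes of these lists. With p unadjusted and under 0.05, 1 oxidoreductase was lower in Akteur and 2 in Svitava, 1 transport gene was lower in Akteur and 2 in Svitava, 3 glycosyltransferases were lower in Svitava, and 0 in Fengyou 3. DESeq2 gave the same counts but for transport genes in Svitava, where it called 1. The study chose these lists on these libraries, so counts adjusted over a list alone are not independent evidence.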

### 3.4. Metabolic KEGG Pathway Analysis for DETs in the Tested Genotypes

Identified DETs were mapped to the KEGG database using the KEGG mapper tool to gain insight into the major metabolic pathways in response to WDV. Pathway reconstruction analysis assigned KEGG orthologous numbers to all DETs in each genotype and mapped them in all KEGG metabolic pathways. Table 1 shows 39 of them, representing the 14 global metabolic, stress- and immune response-related metabolic pathways groups. A summary of the inter-group analysis between resistant (Fengyou 3 and Svitava) and susceptible (Akteur) varieties revealed that the number of DETs in resistant genotypes (Fengyou 3 and Svitava) was lower than in susceptible genotype (Akteur) in all pathways except in 10, including the photosynthesis pathway. In line with the expression profiles results, DETs expressions of 36 (92.3%) pathways were downregulated in Akteur and Fengyou 3 genotypes, while DETs expression of all selected KEGG pathways in Svitava genotype was upregulated (Table 1).

The high number of downregulated DETs in the global metabolic pathways group in the susceptible (Akteur) (1296 DETs) than in the resistant (Fengyou 3) genotype (1156 DETs) suggests that WDV exploits the host metabolism during pathogenesis (Table 1). Surprisingly, the resistant Svitava genotype with a lower number of (597) DETs was able to reverse the expression of global metabolic pathways, suggesting a higher level of resistance to WDV, as shown in Figure 2. Similarly, and regardless of the number of DETs, the downregulation level of DETs mapped to the two signal transduction pathways (MAPK–plant and plant hormone) and metabolism of xenobiotics by cytochrome P450 were also higher in the susceptible (Akteur) than in the resistant (Fengyou 3) genotype, while the expressions were upregulated in Svitava genotype (Table 1). 

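A mitogen-activated protein kinase (MAPK), TraesCS2D02G186600, was at a lower mean in infected plants of Akteur and Fengyou 3, with a spread between plants as large as the difference. It was at 3.218 CPM in infected and 48.47 in non-inoculated Akteur, a log2 fold change of -3.91 (standard error 2.74), and its log2 fold change in Fengyou 3 was -2.84 (standard error 3.07, edgeR adjusted p = 1). Of 7 MAPK genes, 1 was tested in Akteur, 2 in Fengyou 3 and 0 in Svitava, where counts were too low. edgeR called 0 of them, over all transcripts or adjusted over the list alone, with 0 at an unadjusted p under 0.05 and 0 by DESeq2.
Cytochromes P450 oxidise many plant metabolites and xenobiotics. In Akteur the cytochrome P450 714D1, TraesCS1D02G083800, had a log2 fold change of -0.86 (standard error 3.28). TraesCS2B02G262300, of a cytochrome P450 family, had log2 fold changes of -2.27 (standard error 1.79) in Fengyou 3 and 1.20 (standard error 1.89) in Svitava. TraesCS1B02G363800 was listed at 0 in infected Svitava plants and at 108.5, 40.78 and 21.81 CPM in non-inoculated ones. Of 8 P450 genes, 2 were tested in Akteur, 1 in Fengyou 3 and 3 in Svitava. Over all transcripts edgeR called 0 of them, and when adjusted over the list alone 1, TraesCS1B02G363800, which is also the 1 gene at an unadjusted p under 0.05; DESeq2 called 1, in Svitava. The study chose both lists on these libraries, which makes the count over the list alone no independent evidence.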

On the contrary, the downregulation level of DETs mapped to starch and sucrose metabolism were also lower in the susceptible (Akteur) than in the resistant (Fengyou 3) genotype (Table 1). Moreover, upregulation of the plant pathogen interaction and biosynthesis of secondary metabolites DETs in the Svitava genotype were assumed to implement a strong immune reaction against WDV. 

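No pathogenesis-related gene tested in Svitava passed over all transcripts. A pathogenesis-related thaumatin protein, TraesCS2A02G104600, was at 167.4 CPM in infected and 86.59 in non-inoculated plants, a log2 fold change of 0.95 (standard error 0.62). The defensin TraesCS1A02G124700, a small antimicrobial protein, was listed at 0 in the infected plants and at 1.649, 4.642 and 1.619 CPM in the non-inoculated ones. TraesCS2A02G044600, a protein with the Knot1 domain of plant defensins, was listed at 0 against 17.94, 46.73 and 27.06 CPM. These are the 3 tested of a list of 10. Over all transcripts edgeR called 0 (adjusted p = 1), the last 2 were lower when adjusted over the list alone and at an unadjusted p under 0.05, and DESeq2 called 1 lower. In Fengyou 3, another Knot1 protein, TraesCS2A02G046700, was listed at 0 in infected plants and at 2.624, 11.47 and 37.92 CPM in the non-inoculated ones (edgeR adjusted p = 0.528). Of the list, 5 were tested there: edgeR called 0, over all transcripts or adjusted over the list alone, 1 was lower at an unadjusted p under 0.05, and DESeq2 called 1 lower.
Of the secondary metabolism, phenylalanine ammonia-lyase TraesCS1A02G095000 was at 107.5 CPM in infected and 88.83 in non-inoculated Svitava (log2 fold change 0.27, standard error 0.48), and had a log2 fold change of -0.16 (standard error 0.80) in Akteur. The dirigent protein TraesCS2D02G356800, of a family that steers lignan and lignin formation, was listed at 0 in infected Svitava and at 52.72, 26.81 and 11.66 CPM in non-inoculated plants. Of 20 phenylpropanoid and flavonoid genes, 6 were tested in Svitava, with 3 higher and 3 lower. edgeR called 0 over all transcripts and 0 when adjusted over the list alone, 1 was lower at an unadjusted p under 0.05, and DESeq2 called 1 lower. In Akteur 5 and in Fengyou 3 10 were tested, with 0 called by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. Both lists were chosen by the study on these libraries and are not independent evidence of a direction.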

Overall, KEGG analysis of the DETs revealed pathways that are involved in immune responses of tested genotypes against WDV.

### 3.5. Transcription Factors in Relation to WDV Infection

For more insights, we identified differentially expressed transcripts with encoded transcription factors (TFs) and classified them based on the previously determined TFs families (Table S6). 

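Transcription factors of Table S6 mostly had higher means in infected Akteur and Fengyou 3 than in their controls, which runs with the number of genes listed above 0. The table used here holds 1038 transcripts of 1032 genes in 53 families, of which 258 were tested in Akteur, 330 in Fengyou 3 and 350 in Svitava. Their median log2 fold change was 1.99 in Akteur, 0.59 in Fengyou 3 and -0.12 in Svitava, and it includes genes listed at 0 in a whole group, for which a fitted fold is no measure of size. At an unadjusted p under 0.05 from edgeR, 52 were higher and 1 lower in Akteur, 44 higher and 3 lower in Fengyou 3, and 1 higher and 26 lower in Svitava. The factors are low in level, with a median of 17.7 CPM in Akteur against 24 over all tested transcripts; infected Akteur plants list 18166 to 21701 genes and their controls 10977 to 17342, and the Svitava controls include plant 8. edgeR called 0 over all transcripts, with a smallest adjusted p of 0.23 in Akteur, and DESeq2 called 126 over the 3 genotypes. The SBP factor TraesCS3B02G468400 was the only DET among them. As a group, the factors lay above other transcripts in Akteur (camera with a preset correlation, adjusted p = 1.87e-05) and Fengyou 3 (adjusted p = 0.0034). With an estimated correlation, camera gave an adjusted p = 0.172 in Akteur and an adjusted p = 0.268 in Fengyou 3. The study chose Table S6 on these libraries, so it is not independent evidence of a direction.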

Our results showed that 1038 TFs belonging to 54 TF families were differentially expressed due to WDV infection (Supplementary Tables S5 and S6). Moreover, TFs families with a well-established contribution to the way plants react to abiotic stress such as basic helix–loop–helix (bHLH), basic leucine zipper (bZIP), Cys2/His2-type (C_2_H_2_), MYB, NAC (NAM, ATAF and CUC) and WRKY were identified with a high number (Supplementary Table S6). 

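Most of the tested WRKY factors, a family that acts in plant defence, had higher means in infected plants of Akteur (17 of 21) and Fengyou 3 (15 of 21), but no member passed over all transcripts by edgeR. The table lists 73 WRKY, 71 bHLH, 71 MYB, 64 C2H2, 58 NAC and 55 bZIP transcripts. Of 21 WRKY genes tested in each, 5 in Akteur and 6 in Fengyou 3 were higher at an unadjusted p under 0.05 from edgeR, and 5 and 4 when adjusted over the list alone. Among them, TraesCS5A02G060200 was listed at 0 in non-inoculated Fengyou 3 and at 7.138, 6.819 and 5.844 CPM in infected plants. Of bZIP genes, 5 of 12 were higher in Akteur by either count, and of bHLH genes 4 of 20 in Fengyou 3. Of NAC genes, 6 of 21 in Fengyou 3 were higher at an unadjusted p under 0.05, such as TraesCS1B02G274300, listed at 0 in non-inoculated plants and at 88.13, 17.25 and 15.07 CPM in infected ones.
In Svitava, 0 C2H2 genes were higher and 3 lower at an unadjusted p under 0.05, 0 bHLH genes were higher and 1 lower, and of 22 WRKY genes 0 were below it and 12 had a lower mean (median log2 fold change -0.47). Among members with a higher mean, the bHLH factor TraesCS5B02G384500, the C2H2 factor TraesCS4A02G236000 and the WRKY factor TraesCS1D02G072900 had log2 fold changes of 3.03 (standard error 1.53), 2.30 (standard error 1.19) and 2.07 (standard error 1.23), with an edgeR adjusted p of 1. By camera with a preset correlation, WRKY (adjusted p = 0.00668), bZIP (0.0051), NAC (0.016) and MYB (0.0185) lay higher in Akteur, and WRKY (0.000109), bHLH (0.000109) and NAC (0.00314) in Fengyou 3. None of these held with an estimated correlation, where the adjusted p was 0.338 for WRKY, 0.146 for bZIP, 0.168 for NAC and 0.336 for MYB in Akteur, and 0.188 for WRKY, 0.088 for bHLH and 0.28 for NAC in Fengyou 3. C2H2 did not pass in Akteur (adjusted p = 0.271), and in Fengyou 3 its test and its median of 0.42 had opposite signs, as had NAC in Svitava with a median of -0.54. MYB-related factors lay higher in Akteur (adjusted p = 0.0461, and adjusted p = 0.172 with an estimated correlation). The G2-like family was lower in Svitava by camera (adjusted p = 0.0125, and adjusted p = 0.343 with an estimated correlation). The families come from transcripts that the study chose on these libraries.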

Interestingly, AP2/ERF family had the highest number (103 TFs) of the differentially expressed TFs.

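Factors of the ERF family, many of which act in ethylene and stress responses, mostly had higher means in infected Akteur plants. In Akteur, 20 of 23 tested ERF genes had a higher mean in infected plants, with 6 at an unadjusted p under 0.05 from edgeR and 0 lower. In Fengyou 3, 3 of 41 tested genes were higher at that level and 0 lower, and in Svitava 0 of 38 were higher and 4 lower. TraesCS2D02G110000 was listed at 0 in non-inoculated Fengyou 3 and at 68.69, 23.25 and 56.64 CPM in infected plants. edgeR called 0 ERF genes over all transcripts or adjusted over the list alone in any genotype, where DESeq2 called 7 higher in Akteur, 4 higher in Fengyou 3 and 3 lower in Svitava. By camera with a preset correlation, the family was higher in Akteur (adjusted p = 0.00345, and adjusted p = 0.146 with an estimated correlation). In Fengyou 3 and Svitava it did not pass (adjusted p = 0.527 and 0.248). Whether the family's response differed between genotypes was not tested. The study chose these factors on the same libraries.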

### 3.6. Validation of the DETs by RT-qPCR Analysis

To assess the reliability and validity of our transcriptome in the identified DETs, a total of eight DETs were selected and validated by RT-qPCR analysis (Supplementary Table S1). Figure 6 shows that all DETs were differentially expressed between WDV-infected and non-inoculated genotypes. 

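In the sequencing counts, the transcripts chosen for RT-qPCR were few and uneven between plants. TraesCS7A02G069300 had 346, 208 and 271 counts in infected and 4, 172 and 1 in non-inoculated Akteur, a log2 fold change of 2.08 (standard error 2.18). In Fengyou 3 it had 113, 115 and 197 against 198, 28 and 160 counts (log2 fold change 0.11, standard error 1.62), and in Svitava 37, 0 and 1 against 3, 0 and 23. TraesCS5D02G011600 had log2 fold changes of 0.52 (standard error 1.94) in Akteur and 0.12 (standard error 1.21) in Fengyou 3, and 1, 0 and 3 against 13, 124 and 12 counts in Svitava. TraesCS4B02G021300 had 0 counts in Akteur, a log2 fold change of -1.13 (standard error 2.85) in Fengyou 3, and 0, 0 and 0 against 0, 940 and 349 counts in Svitava. Of the 8 transcripts of Table S1, 2 had counts enough to be tested in Akteur, 4 in Fengyou 3 and 0 in Svitava. edgeR called 0 of them (adjusted p = 1), with 0 at an unadjusted p under 0.05 and 0 by DESeq2. The smallest unadjusted edgeR p was 0.371 in Akteur and 0.414 in Fengyou 3.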

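The glycosyltransferase gene TraesCS7A02G215900 had counts in 1 of the 6 Akteur plants. It had 423, 0 and 0 counts in infected and 0 in each non-inoculated Akteur plant, and 0 in all Fengyou 3 plants. In Svitava it had 0, 0 and 28 counts in infected and 0, 0 and 38 in non-inoculated plants. CYCLIN-T1-3 (TraesCS2B02G358600), a partner of cyclin-dependent kinases in transcription, had 1222, 0 and 553 counts in infected and 0 in each non-inoculated Akteur plant. In Fengyou 3 it had 0, 110 and 0 against 0, 505 and 375 counts, a log2 fold change of -3.05 (standard error 3.49, edgeR adjusted p = 1). In Svitava it had 0, 0 and 0 against 0, 0 and 467 counts. Counts are summed over the lanes of each plant, and where a group holds 0 in 2 or 3 plants the spread allows no statement of direction.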

The expression pattern of glycosyltransferase (TraesCS7A02G215900.1) was significantly downregulated by WDV infection in the susceptible genotype (Akteur) compared to the other genotypes (Fengyou 3 and Svitava), while CYCLIN-T1-3 (TraesCS2B02G358600), a regulator of cyclin-dependent kinases (CDK) was upregulated. On the other hand, the expression pattern of the transcription factor MYB (TraesCS4B02G174600.2) was downregulated by WDV infection in the resistant genotypes (Fengyou 3 and Svitava) compared to the susceptible genotype (Akteur), while two uncharacterised proteins (TraesCS7A02G341400.1 and TraesCS3B02G239900.1) involved in transport and regulation of cell growth, respectively, were upregulated. 

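The MYB gene TraesCS4B02G174600 had 0 counts in each infected and 0, 1591 and 0 counts in non-inoculated Akteur plants. In the resistant genotypes it had 0 counts in all Fengyou 3 plants, and 24, 0 and 0 against 0, 0 and 37 counts in Svitava. TraesCS7A02G341400 had 0, 0 and 96 counts in infected Akteur and 0 in its controls, 0, 0 and 127 against 0, 56 and 0 in Fengyou 3, and 0 against 0, 122 and 270 in Svitava. TraesCS3B02G239900 had 0 counts in all plants but those of non-inoculated Svitava, with 0, 9 and 401. None of the 3 had counts enough to be tested within a genotype.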

In general, the RT-qPCR results were comparable to the RNA-Seq-based gene expression patterns (Supplementary Table S4 and Figure 6).

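Of the RT-qPCR transcripts, 7 had counts enough to be tested between genotypes over all 18 libraries, and for none of these did a difference in response to WDV pass the adjusted threshold; TraesCS3B02G239900 was not tested. The smallest edgeR adjusted p was 0.246, for TraesCS7A02G341400 and CYCLIN-T1-3 (TraesCS2B02G358600) in the comparison of Akteur with Svitava. Of the 8 transcripts, 2 were listed at 0 in all 6 plants of Akteur, 3 in Fengyou 3 and 0 in Svitava.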

## 4. Discussion

In this work, we investigated the transcriptome profiles changes of resistant (Svitava and Fengyou 3) and susceptible (Akteur) wheat genotypes to WDV. We confirmed the resistance or susceptibility of the genotypes by disease symptoms observation (Figure 1) and analysis of WDV titre by qPCR (Figure 2). WDV infection in resistance genotypes (Svitava or Fengyou 3) showed very mild disease symptoms and low virus titre in comparison to the susceptible genotype, Akteur, where severe disease symptoms including yellowing, dwarfing and high reduction of root system were observed as well as the high virus titre. High levels of plant resistance to viruses are usually characterised by mild disease symptoms and reduced virus replication [15,17,49,50]. A similar resistance phenotype Svitava [16] or Fengyou 3 was found in several winter wheat varieties (e.g., Mv Vekni, Mv Dalma, Banquet, Svitava, Fisht) [8,15,16,17]. Otherwise, most of the known genotypes and germplasm accessions or wild relatives of wheat have different levels of susceptibility to WDV, resulting in huge yield losses [8,11,17,51] and affecting various traits such as reduction in plant height and the root system [8,51]. Recently, however, some sources of WDV resistance have been found in genebank accessions, including di-, tetra- and hexaploid wheat, and members of quantitative trait loci (QTL) for partial resistance have been identified [17], which could improve wheat breeding for WDV resistance. The Svitava (Czech origin) and Fengyou 3 (Chinese origin) genotypes, which have showed high resistance to WDV and molecular analyses such as the transcriptome, have made it possible to identify putative new genes associated with resistance to the virus. Our RNA-Seq analysis showed that 9258, 9071 and 4602 transcripts were significantly differentially expressed in response of WDV infection in the Akteur, Fengyou 3 and Svitava genotypes, respectively (Figure 3). This finding reveals specificity of transcript expression profile associated with resistance (Svitava, Fengyou 3) and susceptible (Akteur) genotypes. We found that out of a total 114 significantly enriched GO terms, 64 biological process, 28 cellular components and 22 belonged to the molecular function in the tested genotypes (e.g., Akteur, Fengyou 3 and Svitava) (Supplementary Table S5 and Figure 4). In general, the resistant genotype showed significant activation of biological processes after WDV infection compared to the susceptible genotype (Figure 4 and Figure 5). The number of genes were distinctly upregulated and downregulated based on the level of resistance to WDV (Figure 6, Table 1). Altogether, the binding and transporting activity was negatively affected due to the WDV infection, while oxidoreductase (PC00176) and lyase (PC00144) were activated (Figure 4). The suppression of the transporting activity might be the plant’s response to prevent virus intracellular movement from the replication site to plasmodesmata, reducing virus spread [52]. Moreover, suppression of the transporting activity might be the plant’s response to prevent virus accumulation. Recent reviews show that plant antiviral defences restrict essential parts of the infection cycle, such as viral RNA translation, virus replication or movement, resulting in reduced and/or delayed establishment of systemic infection [53,54]. On the other hand, the activation of oxidoreductase (PC00176) is expected as it is an enzyme that catalyses a reduction–oxidation (redox) reaction (Figure 4). Activation of redox status is one of the earliest responses detected as a plant immune response [55]. Previous results prove that lyases triggered defence plant responses by limiting virus accumulation and moderating symptom severity [56]. Interestingly, the resistance genotypes have different pathways to cope with virus infection. The Svitava genotype effectively copes with virus infection by suppressing chaperones (PC00072) which includes heat shock protein (HSP) families (Figure 3). These cytoplasmic proteins are transformed into an aggregated state in infected plant cells, which together with protein quality control and autophagy proteins play a major role in viral DNA/proteins and virion aggregation and, consequently, in virus mobilisation [57,58,59]. Furthermore, HSPs play a role in decreasing viral amounts when HSP70 is inhibited [60]. Moreover, the HSP families have endoplasmic reticulum (ER)-associated protein folding. The ER stress produces the unfolded protein response when plants are subjected to severe or chronic stress, which boosts programmed cell death [61,62]. Surprisingly, the Svitava genotype specifically-suppresses the reductase (PC00198) protein class (Figure 4). Reductase is a well-known enzyme involved in the detoxification of reactive oxygen species (ROS). Recently, plants with less ROS accumulation show better adaptation to virus infections and are linked to salicylic acid signal deficiency [63]. In agreement with previous reports, the expression patterns of cell wall- and chloroplast-related genes changed significantly in response to virus infection [25,40], including WDV [64]. 

In this study, both GO and KEGG pathway analyses emphasised a post-inoculation re-programming of the several regulated transcripts, revealing that the different responses to WDV infection between genotypes were based on many pathways such as carbohydrate, energy, lipid, nucleotide, amino acid, glycan and vitamins metabolism. The differences in gene expression following WDV infection might likely have contributed to different resistance levels of these three genotypes. The transcripts in both secondary metabolism and metabolism pathways were induced in the highly resistant genotype (Svitava) (Table 1). Similar induction was found in several plant–virus interactions [64,65,66,67,68,69]. Genes of carbon fixation in photosynthetic pathways (map00710) were repressed in the susceptible genotype (Akteur), while they were induced in the resistant genotypes (Fengyou 3 and Svitava) (Table 1). This result is consistent with the severe leaf chlorosis observed in the Akteur genotype compared to Fengyou 3 and Svitava (Figure 1). Chloroplast acts as a defence signal generator and stress sensor; besides which, it has a principal metabolic energy function [70,71]. The chlorosis region is usually associated with virus accumulation and clustering [65,70,71,72]. Several reports on plant–virus interactions showed the downregulation of photosynthesis and chloroplast-related genes associated with infection symptoms development [63,65,72,73,74]. Moreover, the virus can affect chloroplast ultrastructure and interact directly with chloroplast components [74,75,76,77]. Furthermore, the role of chloroplast in the replication and movement of plant viruses and plant defence against viruses has been reported [63,72,75]. However, the virus mechanism to downregulate photosynthesis-related genes remains unclear. Our study suggests the photosystem’s important role in WDV infection. The biosynthesis of other secondary metabolites such as flavonoid (biosynthesis: map00941) transcripts are upregulated in the Svitava genotype and downregulated both in Fengyou 3 and Akteur, which are presumably associated with higher levels of resistance to WDV that are perhaps due to their antiviral properties through inhibiting viral polymerases and binding to the nucleic acids or capsid proteins of the virus [78]. Similarly, GETs related to plant–pathogen interaction (map04626) are highly enriched in Svitava, which is in accordance with resistant patterns and in agreement with the findings of recent studies of viruses from distinct hosts [31,69]. The signal transduction pathways, in particular the MAPK (map04016) and plant hormone signal transduction (map04075), with associated GETs are highly enriched in resistance genotype, which again suggests their key role in gene regulation conferring plant resistance to viruses [31,32,69]. 

Transcription factors (TFs) control gene expression by attaching to genes’ cis-acting elements. TFs initiate the signal transduction networks of stress signals (Supplementary Table S5). Moreover, several TFs that respond to biotic and abiotic stresses have been reported [79,80], suggesting that they may be necessary for the adaptation to different environments. Many TFs families such as AP2/ERF, bHLH, NAC, WRKY and MYB include TFs that control different stresses in plants. In our study, TFs of AP2/ERF, bHLH, MYB and WRKY families were highly enriched under WDV infection (Supplementary Table S5). The bHLH TFs play a role in plant response to stress and are involved in plant photomorphogenesis, light signal transduction and secondary metabolism [81]. The MYB TFs have a key function in plant hormone synthesis, signal transduction and plant responses to various biotic and abiotic stresses [82]. WRKY is one of the largest TF families and has a role in abiotic and biotic stresses by regulating the signal transduction pathway of plant hormones [83]. All three TFs families are well characterised and their role concerning abiotic stress in plants was massively investigated while reports about abiotic stress particularly virus infection have been less abundant [83,84]. Interestingly, ERF is the highest TFs family identified in our study and is widely reported to be involved in responses to numerous biotic stresses in diverse plant species [85]. ERFs are part of the (AP2/ERFs) TF family and are one of the biggest plant TF families. ERFs regulate ethylene signalling and play roles in plant resistance to pathogens and fruit ripening [85]. Recently, ERF association with plant immune responses and resistance against plant viruses has been reported and its virus resistance mechanism is under investigation [86,87].

## 5. Conclusions

RNA sequencing reveals comprehensive genome-wide expression profiles of virus-responsive transcripts in resistant and susceptible wheat genotypes that enabled us to investigate the molecular determinants conferring WDV-resistance. The resistant Svitava genotype displayed a prompt and boosted immune reaction and responded to WDV by provoking the expression of pathogen-responsive transcripts that suppressed the viral infection process. For the first time, we investigated genome-wide expression profiles of bread wheat genotypes with different levels of host–virus interaction, which would assist in the identification of transcripts that could be employed for designing plant-targeted control strategies against the viral pathogen. In line with previous reports, our results show that WDV infection suppresses the binding and transporting activity while oxidoreductase and lyase were triggered in all three genotypes. Moreover, cell wall- and chloroplast-related transcripts were differentially expressed. Based on GO and KEGG analyses, DETs implicated in defence response, such as plant–pathogen interaction, biosynthesis of secondary metabolites, signal transduction pathways (MAPK-plant and plant hormone) and metabolism of xenobiotics pathways, were all related to the resistant background that is functionally involved in pathways to biotic stresses, defence signalling, transcriptional regulation, antioxidant activity and biosynthesis of secondary metabolites. Our findings suggest that resistance genotypes cope with virus infection through different pathways. Svitava in particular effectively copes with infection by repressing HSPs and reductase protein classes.

## Figures and Tables

**Figure 1:**
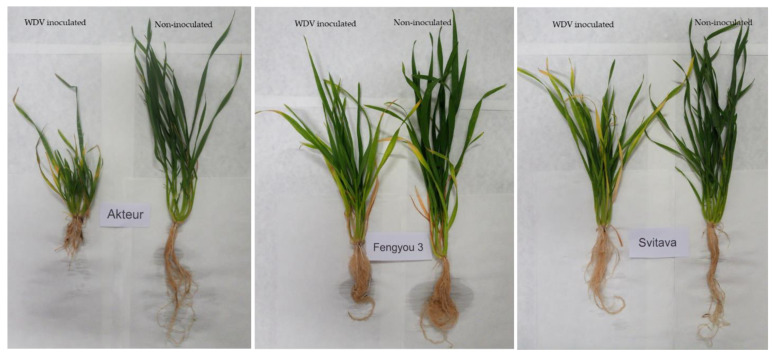
Disease symptoms (80 days post-inoculation) in each tested wheat genotypes (WDV inoculated and non-inoculated control).

**Figure 2:**
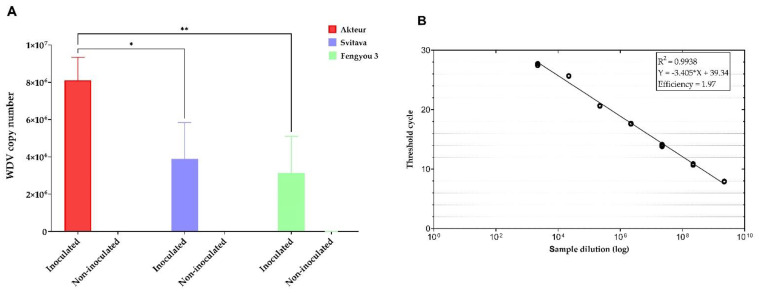
(**A**) The virus copy number detected in each individual wheat genotype by qPCR, two-way ANOVA and Tukey’s multiple comparison test was applied to detect the statistical significance of the WDV titre in inoculated Fengyou 3 and Svitava compared to Akteur (a susceptible genotype) where * = *p* < 0.05 and ** = *p* < 0.01. (**B**) The calibration curve for SYBR Green I-based qPCR amplification of standard WDV DNA, with the specific set of primers UnivWDVfw and UnivWDVrv [35] calculated based on the WDV copy number in each sample.

**Figure 3:**
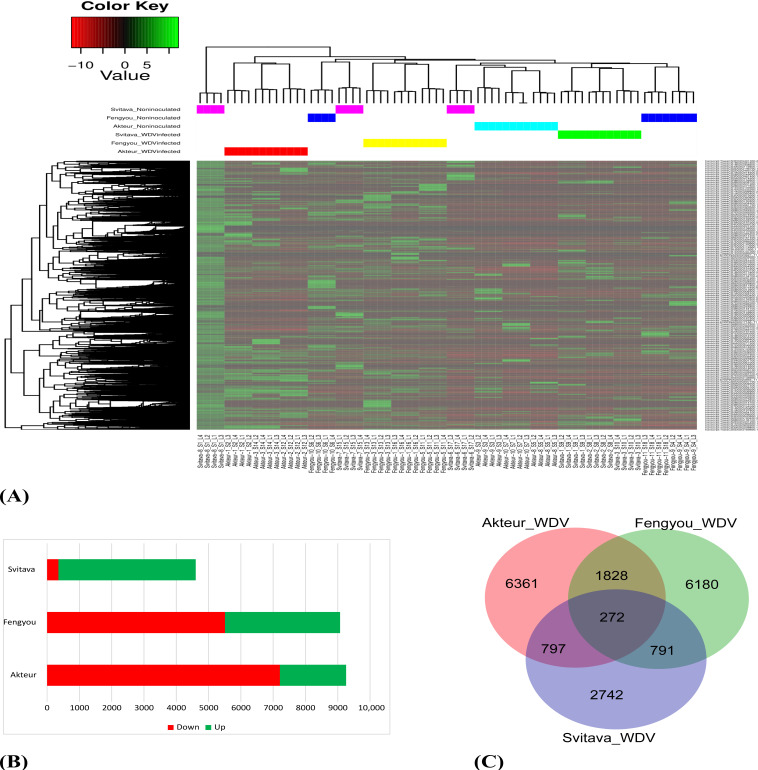
Summary of differential expression in WDV-infected and non-inoculated genotypes. (**A**) Heatmap of transcript expression and hierarchical clustering analysis of the WDV-infected and non-inoculated genotypes. (**B**) A bar chart showing the number of differentially expressed transcripts (DETs) in the three genotypes after WDV infection. (**C**) A Venn diagram showing the overlaps of the DETs of the three genotypes after WDV infection.

**Figure 4:**
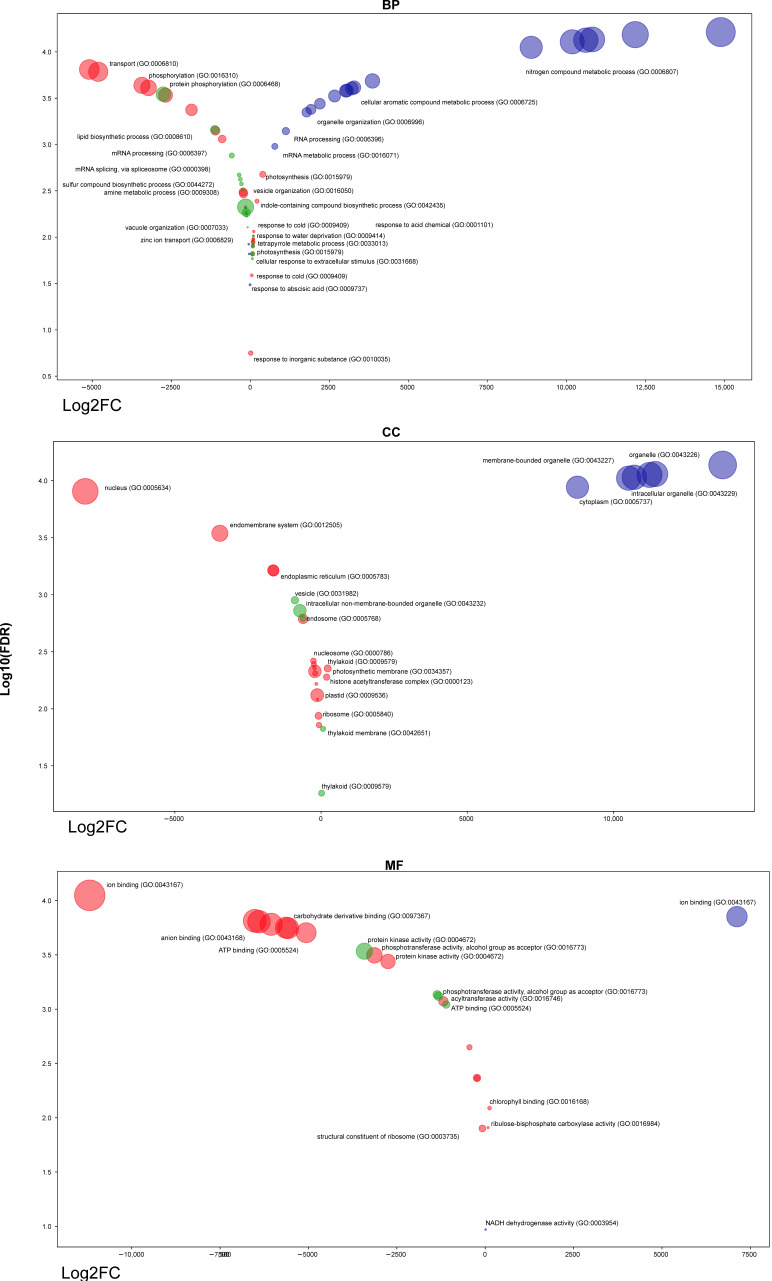
A bubble chart of annotated differentially expressed transcripts (DETs) and classification in the Gene Ontology (GO), with results grouped into three main categories: biological process (BP), cellular component (CC) and molecular function (MF). Bubbles were coloured (red, green and violet) according to the different genotypes (Akteur, Fengyou 3 and Svitava), respectively. Log2 FC = log2 fold of change of transcripts.

**Figure 5:**
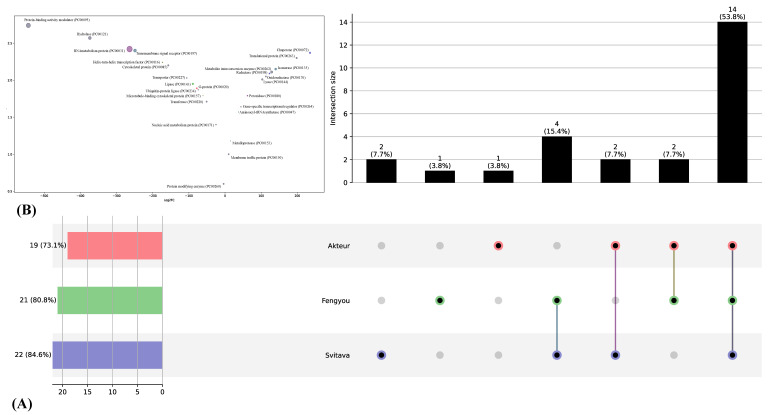
The functional significance of the shared and genotype specific DETs. (**A**) UpSet plot of the intersection among of the enriched PANTHER protein classes in the three genotypes. (**B**) A bubble plot of intersected enriched PANTHER protein classes expressions and gene ontology (GO) classification.

**Figure 6:**
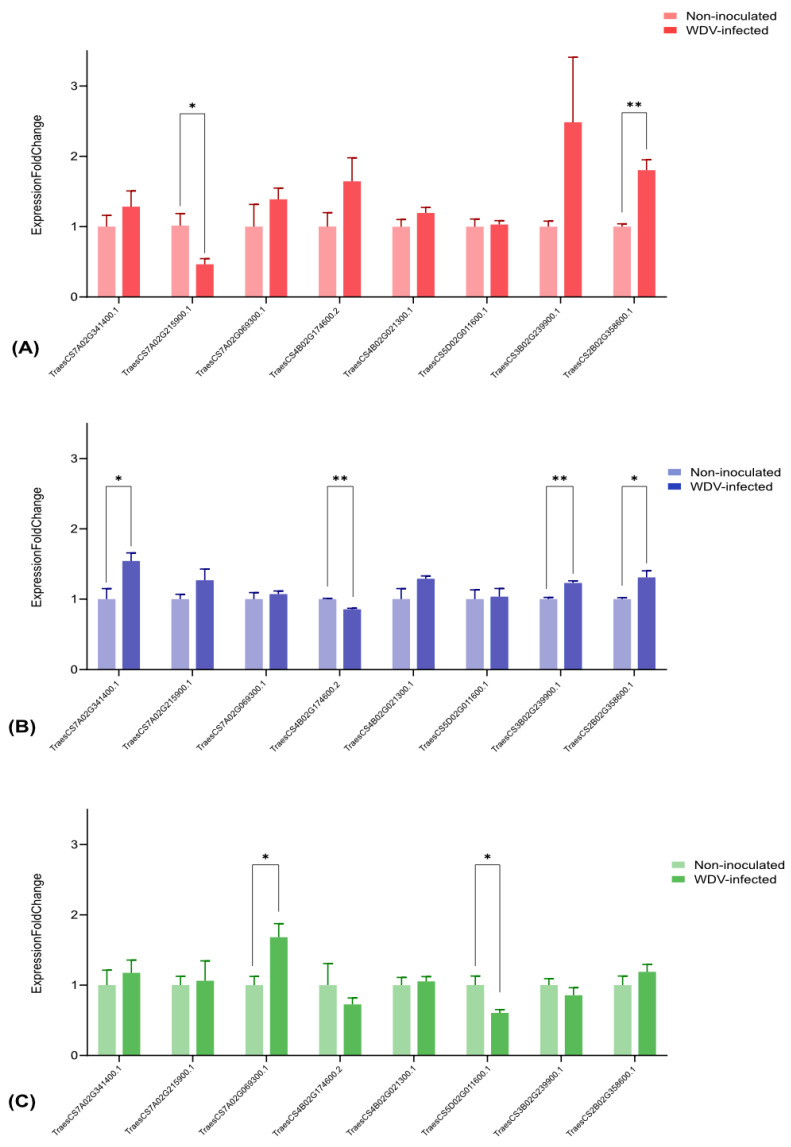
RT-qPCR analyses of eight WDV infection-related transcripts in WDV-infected and non-inoculated (**A**) Akteur, (**B**) Svitava and (**C**) Fengyou 3 genotypes. Each bar represents the mean ± SEM of triplicate assays. T Test, Holm-Šídák method (* = *p* < 0.05 and ** = *p* < 0.01).

**Table 1:** List of top metabolic pathways as revealed by KEGG enrichment analysis, showing the number of DTEs that were mapped to different KEGG pathways and its collective log2 fold change (Log2FC).

Metabolism	KEGG Pathways (KEGG Map)	Wheat Genotype					
		Akteur ***		Fengyou 3 *		Svitava *	
		Number of DETs	FDR	Number of DETs	FDR	Number of DETs	FDR
Global metabolism	Carbon metabolism (map01200)	146	−24.746	96	−25.893	64	418.701
	Biosynthesis of amino acids (map01230)	129	−35.222	105	−66.673	57	445.971
	Biosynthesis of secondary metabolites (map01110)	791	−364.09	729	−902.12	334	2259.25
	Metabolic pathways (map01100)	1296	−686.99	1156	−809.86	597	4090.61
Carbohydrate metabolism	Glycolysis/Gluconeogenesis (map00010)	62	−76.394	52	−87.632	34	206.022
	Starch and sucrose metabolism (map00500)	75	−15.253	70	−05.103	32	237.417
	Glyoxylate and dicarboxylate metabolism (map00630)	38	49.985	24	−9.2318	15	62.9341
	Fructose and mannose metabolism (map00051)	33	−59.557	15	5.72201	14	85.7023
	Ascorbate and aldarate metabolism (map00053)	23	−32.463	25	−01.951	16	133.646
	Pentose phosphate pathway (map00030)	28	−3.8213	19	−3.3531	13	69.6349
	Amino sugar and nucleotide sugar metabolism (map00520)	63	−78.453	51	−80.561	35	194.476
Energy metabolism	Oxidative phosphorylation (map00190)	50	−77.127	38	−7.5956	37	160.061
	Photosynthesis (map00195)	46	14.5403	20	72.2376	21	103.926
	Carbon fixation in photosynthetic organisms (map00710)	59	−3.6382	27	43.2827	21	112.541
	Nitrogen metabolism (map00910)	26	−33.916	17	−8.3395	4	23.2274
Lipid metabolism	Fatty acid biosynthesis (map00061)	11	−1.2844	24	−37.331	12	98.2974
	Glycerolipid metabolism (map00561)	39	−26.269	37	−85.768	20	104.584
	Sphingolipid metabolism (map00600)	22	−98.815	23	−155.87	14	125.386
	Glycerophospholipid metabolism (map00564)	51	−95.534	57	−223.72	22	115.207
Nucleotide metabolism	Purine metabolism (map00230)	41	−17.537	52	−68.903	26	182.311
	Pyrimidine metabolism (map00240)	38	−37.685	33	−6.5075	14	119.248
Amino acid metabolism	Cysteine and methionine metabolism (map00270)	49	−71.645	51	−34.552	37	300.873
	Arginine biosynthesis (map00220)	24	−42.567	15	−6.6615	8	63.7785
	Phenylalanine, tyrosine and tryptophan biosynthesis (map00400)	29	−81.181	34	−64.583	16	126.97
	Alanine, aspartate and glutamate metabolism (map00250)	35	−03.947	19	−3.0665	14	77.4047
	Glutathione metabolism (map00480)	61	−66.911	62	−22.133	30	209.633
Glycan biosynthesis and metabolism	N-Glycan biosynthesis (map00510)	25	−49.812	25	−30.927	15	108.616
Metabolism of cofactors and vitamins	Vitamin B6 metabolism (map00750)	12	−7.7555	12	−0.16818	11	66.7719
	Folate biosynthesis (map00790)	11	−4.7568	21	−37.222	12	115.05
Metabolism of terpenoids and polyketides	Terpenoid backbone biosynthesis (map00900)	36	−25.709	22	−1.6716	14	126.986
	Diterpenoid biosynthesis; Including: Gibberellin biosynthesis (map00904)	15	−5.7805	10	−02.006	2	15.434
	Carotenoid biosynthesis (map00906)	19	−1.9556	23	−3.7998	4	1.20272
Biosynthesis of other secondary metabolites	Flavonoid biosynthesis (map00941)	46	−263.47	37	−55.129	8	45.6125
Environmental adaptation	Plant-pathogen interaction (map04626)	109	−47.313	119	−34.729	60	459.918
Folding, sorting and degradation	Protein processing in endoplasmic reticulum (map04141)	123	−81.442	103	−01.685	43	355.089
Signal transduction	Mitogen-activated protein kinase (MAPK) signalling pathway—plant (map04016)	96	−74.825	91	−26.981	39	244.76
	Plant hormone signal transduction (map04075)	100	−58.428	117	−36.569	52	396.553
Xenobiotics biodegradation and metabolism	Metabolism of xenobiotics by cytochrome P450 (map00980)	65	−431.97	73	−48.641	21	134.894

*** Susceptible; * Highly resistant.

## Data Availability

The 72 mRNA-sequencing datasets are available at the NCBI Gene Expression Omnibus (GEO) with accession no. GSE192518.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/v15030689/s1, Table S1. Primers for RT-qPCR analysis; Table S2. virus copy number detected in each individual wheat genotype by qPCR; Table S3 summary of the sequencing results; Table S4 differentially expressed transcripts in the three genotypes under the WDV infection; Table S5 summary of the annotated differentially expressed transcripts (DETs) expressions and gene ontology (GO) classification, with the results summarised in three main categories: biological process (BP), cellular component (CC) and molecular function (MF); Table S6. transcription factors in relation to WDV infection.

How the deposited data were processed for this re-analysis (not part of the article)

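Wheat plants of the genotypes Akteur (susceptible to WDV), Fengyou 3 and Svitava (resistant), infected with WDV by leafhoppers or non-inoculated, were compared from 18 libraries, 3 for each genotype and treatment. The authors prepared 3′ mRNA libraries (QuantSeq), read each on 4 lanes of a NextSeq instrument, filtered adapters and reads with unknown bases, aligned the reads to the IWGSC wheat genome with Bowtie2 v2.4.4 and deposited estimated counts per gene and lane, as whole numbers that are not scaled. The program that made these counts and the version of its gene models are not given in the sources used here; Cuffdiff v2.2.1 is named by the authors for FPKM values, which were not used. The values are treated as estimated counts because single lanes of a library are listed at 0 for genes where its other lanes hold many counts, so a tally of reads is not assured. The choice of test had assumed counts, and estimated counts, rounded to whole numbers, take the same test. Reads without molecular identifiers are not independent molecules, so counting error understates the error of a value.

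Genotype, treatment and plant were taken from the sample labels and Table S3. The labels and Table S3 give 4 replicates per plant, whose file names in that table carry lane numbers. The lanes of a plant were summed, 1 lane identical to another was counted once, and the plant was the replicate. The labels give leaves and the methods whole plants. All 72 columns were matched to a sample (0 unmatched). The table has 120744 rows, of which 12853 carry ENSRNA identifiers of non-coding RNA and the rest gene identifiers; 57163 were above 0 in at least 1 library.

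Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and data.table 1.17.8 for reading. Within each genotype, 3 infected plants were compared with 3 non-inoculated plants by edgeR's quasi-likelihood test, with TMM scaling, filterByExpr and a prior count of 0.125. A DET has p under 0.001 and a log2 fold change above 2 or below -2, the thresholds of the paper, whose text does not state whether p was adjusted. Transcripts are said to have risen, fallen or changed only at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of its F statistic. Differences in response between genotypes were tested as interactions in a single model of all 18 libraries, and the mean response of the 3 genotypes in the same model was added after the data were seen. Lists were tested per gene, adjusted over all transcripts and over the list alone, and transcription factor families with at least 10 tested members also by camera, with a preset correlation of 0.01 and with an estimated one. With 3 plants against 3, an exact permutation test of a single gene cannot give a p under 0.1. A gene listed at 0 in a whole group has no measurable fold; its CPM is given per plant.

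The tests, the alternatives, the lists and the rule for named transcripts were fixed before the data were examined, with some exceptions. A word match that had put wrong genes in the list of seed and flower markers was corrected later. The filter of the fit with a replicate block was changed, and the number of splits drawn was lowered, after results were seen. Further tests and settings were added after results were seen and are named with their results. The rule takes the 8 transcripts of Table S1; per genotype and direction, up to 8 with a function and the largest fold among those past the adjusted threshold, with a mean of at least 1 CPM and no overlap between groups; the 3 members of each list with the smallest p; the 5 with a function and the smallest p in each interaction; and at most 2 without a function that rose and 2 that fell. Where none passed, the smallest p was used. Transcripts outside the rule are marked as chosen after their values were seen. Functions come from the held part of Table S4, the first 1998 of its 18832 rows, and from Table S6; of these rows 885 are uncharacterised, and all are listed as up by the paper. A supplied reference of 155467 gene rows paired 0 of the identifiers with a name. The lists cover light reactions, carbon fixation, tetrapyrrole synthesis, pathogenesis-related proteins, RNA silencing, chaperones, reductases, oxidoreductases, histones and DNA replication, the cell cycle, phenylpropanoids, receptor kinases, glycosyltransferases, cytochromes P450, MAPK, ribosomal proteins, cell wall, senescence, transport, lyases, and markers of root and of seed and flower as other tissues. Homoeologous copies on the A, B and D genomes can share reads, so values of single copies are uncertain where the counting could split reads between them.

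The scripts were tested on simulated counts with the libraries' means and sizes. Alternatives were other scalings (size factors of DESeq2, library size alone), no filter or a stricter one (10 counts in 3 libraries), DESeq2, all 18 libraries in a single model, each plant left out, and lanes taken as samples. The GO, PANTHER and KEGG results were not analysed here, since the tables used here pair too few identifiers with terms.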

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

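Of the tests in this part, that of zeros in abundant genes, the comparison without Svitava plant 8 and the interaction transcripts named were chosen only after the result was seen, and the number of splits drawn was lowered after a first, larger draw.

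Non-inoculated Svitava plant 8 lists 52017 genes above 0, where the other 5 Svitava libraries list at most 19906; its gap to the nearest library is 0.847 of the group's range, above Dixon's 95% critical value for 6 samples. Its share of counts on ENSRNA identifiers, 7.299%, also stands apart in Svitava (gap 0.705). Lane 1 of infected Akteur plant 2 lists 14851 genes, apart from its other lanes (gap 0.83, just above the critical value for 4). Chance alone gives about 1 such result in 20 groups; 49 groups were tested and 3 exceeded the critical value.

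The number of genes listed was weighed first. Depth is argued against, since plant 8 still lists 51542 genes after every library is thinned to 19205436 counts, and no other library more than 23696. Counting chance at low levels is also argued against: where the other 5 libraries of a genotype average at least 400 counts, 18.3% of values are 0 (33484 of 183019; 0.137% in Svitava plant 8 and at least 9.34% in each other library). WDV infection stays open, with an exact permutation p = 0.743 over 8000 arrangements within genotypes and a p = 0.0478 over 4000 without Svitava plant 8, where the log2 difference is 0.552 in Akteur, 0.201 in Fengyou 3 and 0.0767 in Svitava. Single lanes bear on the zeros too. Of genes with at least 30 counts in 1 lane, 2.752% were at 0 in another lane of the library in Svitava plant 8. In the other libraries the share was 11.86 to 25.29%. Lanes of a library share a plant, so WDV infection is argued against for these zeros in single lanes. The authors' counting or filtering remains a candidate explanation of the zeros. For zeros in all lanes of a library, no table used here decides.

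The response to WDV differed between genotypes for 3 transcripts, by edgeR's interaction test. TraesCS7A02G302200 differed between Akteur and Svitava (adjusted p = 0.0416) and between Akteur and Fengyou 3 (adjusted p = 0.0201), TraesCS1D02G207000 between Akteur and Fengyou 3 (adjusted p = 0.0201), and TraesCS4B02G037800 between Fengyou 3 and Svitava (adjusted p = 0.0107). Each is listed at 0 in a whole group, so the zeros described above bear on it. The count for Akteur against Svitava was 0 without infected Akteur plant 1, non-inoculated Akteur plant 8, infected Fengyou 3 plant 3, non-inoculated Fengyou 3 plant 9, 10 or 11, infected Svitava plant 2 or non-inoculated Svitava plant 7. It was 0 for Akteur against Fengyou 3 without infected Akteur plant 1, non-inoculated Akteur plant 8, infected Fengyou 3 plant 3 or 5, non-inoculated Fengyou 3 plant 9, infected Svitava plant 3 or non-inoculated Svitava plant 8. It was 0 for Fengyou 3 against Svitava without infected Akteur plant 1, 2 or 3, non-inoculated Fengyou 3 plant 9 or infected Svitava plant 2. Of 40 splits of the plants within genotypes, the real one included, 22 gave as many transcripts for Akteur against Svitava (1, highest other 8), 9 for Akteur against Fengyou 3 (2, highest other 6) and 22 for Fengyou 3 against Svitava (1, highest other 6), so chance is not excluded for these counts.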

How the results depend on the processing

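The settings with zero lanes filled, with an identical lane summed too, with genes above 0 in every library or lane, with the exact test at an adjusted p, with Svitava plant 8 left out of it, the counts of transcripts listed in 1 group alone with a control left out, and the mean response were chosen only after the result was seen, and the filter of the fit with a replicate block was changed after its counts were seen. Of the values of named transcripts under other settings, 1485 kept their sign and side of the threshold, 107 no longer passed, 247 passed only there, 29 that passed nowhere changed sign, and 0 that passed were reversed. The planned summing of transcripts per gene was not run, since the values are per gene.

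Counts of calls depend on the test far more than on scaling. With an adjusted p under 0.001, DETs were 0 up and 0 down in Akteur, 0 up and 0 down in Fengyou 3 and 0 down in Svitava, and at an adjusted p under 0.05 at any fold 0 transcripts were shared between genotypes. With the size factors of DESeq2, changed transcripts in Akteur were 1 and responses differing between Fengyou 3 and Svitava 2. Without a filter, DETs were 41 up and 35 down in Akteur (30 changed), 23 up and 2 down in Fengyou 3, and 12 up and 70 down in Svitava (59 changed); responses differed for 147 transcripts between Akteur and Svitava, 158 between Akteur and Fengyou 3 and 126 between Fengyou 3 and Svitava, and 234 changed in the mean of the genotypes. By DESeq2, DETs were 1042 up and 131 down in Akteur (1455 changed), 510 up and 100 down in Fengyou 3 (722 changed), and 4 up and 305 down in Svitava (312 changed), and 126 factors of Table S6 changed. With all 18 libraries in a single model, DETs were 31 up and 51 down in Akteur (17 changed), 0 down in Fengyou 3 (2 changed) and 13 down in Svitava. The cause was not tested, except that on counts simulated with the observed dispersion DESeq2 called 301 unchanged transcripts in Akteur, 394 in Fengyou 3 and 389 in Svitava, where edgeR called 0; at a dispersion of 0.05 DESeq2 called 30, 18 and 29 and edgeR 18, 6 and 10.

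Taking the 4 lanes of a plant as samples counts each plant 4 times. By the quasi-likelihood test this gave DETs of 779 up and 150 down in Akteur, 441 up and 110 down in Fengyou 3, and 42 up and 268 down in Svitava, with 49 shared between genotypes. By DESeq2 it gave 1025 up and 266 down, 646 up and 198 down, and 144 up and 383 down, and 1 RT-qPCR transcript. By the exact test without a filter it gave 3382 up and 577 down, 2080 up and 940 down, and 139 up and 3461 down, and 8 calls of RT-qPCR transcripts. With lane number as a replicate block, DETs were 881 up and 134 down in Akteur, 446 up and 110 down in Fengyou 3, and 28 up and 284 down in Svitava. Lane number gave no pairing: the deviations of lanes with the same number in different plants correlated at a median of -0.000214 (-0.271 to 0.228), and those of other lanes at 0.00106.

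Of the settings chosen later, the exact test on lanes at an adjusted p under 0.05 gave DETs of 8318 up and 2372 down in Akteur, 4967 up and 2770 down in Fengyou 3, and 278 up and 4502 down in Svitava, with 1212 calls among factors of Table S6. The exact test on lanes gave 1743 up and 2775 down in Svitava without plant 8. With zero lanes filled, 2 transcripts changed in Akteur. Over genes above 0 in every library, DETs were 27 down in Akteur, 5 up and 3 down in Fengyou 3, and 1 down in Svitava. Over genes above 0 in every lane, the chi-square per degree of freedom between lanes was 2.008.

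Leaving out each plant in turn gave, in Akteur, 1 (without infected plant 1, 2 or 3) to 93 (without non-inoculated plant 9) DETs up, 6 (without non-inoculated plant 8) to 15 (without non-inoculated plant 10) down, and 0 to 3 changed. In Fengyou 3 it gave 0 (without infected plant 1, 3 or 5) to 26 (without non-inoculated plant 11) up, 0 to 4 (without infected plant 3) down, and 0 to 1 changed. In Svitava it gave 0 to 5 (without non-inoculated plant 8) up, 0 (without non-inoculated plant 7 or 8) to 14 (without infected plant 3) down, and 0 changed. Responses differed for 0 to 28 transcripts between Akteur and Svitava, 0 to 25 between Akteur and Fengyou 3 (both highest without non-inoculated Akteur plant 9) and 0 to 7 between Fengyou 3 and Svitava (without non-inoculated Svitava plant 6). In the mean of the genotypes 11 (without non-inoculated Svitava plant 7) to 67 (without non-inoculated Akteur plant 9) changed. Factors of Table S6 and RT-qPCR transcripts stayed at 0 by edgeR.

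The spread between plants limits what can be called. On counts simulated with the observed dispersion, the test of Akteur against Svitava recovered 0% of responses that differed 4-fold and 1.06% of those that differed 16-fold (29655 genes fitted).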

Differences from the paper's values

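The setting that takes lanes as samples with an exact test and an adjusted p under 0.05 was chosen only after the values were seen, from several scalings and thresholds that were looked at, as were the comparison of signs with Table S4 and its tolerance. The held part of Table S4 matches lane-level fold changes with the sign turned in 1230 cases and as printed in 8, so counts by direction are given on the paper's scale, with those by the labels of the libraries beside them. The paper's thresholds are p under 0.001 and a log2 fold change over 2; its text does not say whether p is adjusted, and its replicates are 4 per group in the results and 3 per genotype in the methods, where 3 plants per group were used here.

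The paper's total of DETs is 22931 and the value here is 37, both summed over genotypes. Its DETs are 9258 in Akteur, 9071 in Fengyou 3 and 4602 in Svitava, against 21, 12 and 4. Its upregulated DETs are 2050, 3562 and 4250, against 12, 1 and 4 on its scale (9, 11 and 0 by the labels). Its downregulated DETs are 7208, 5509 and 352, against 9, 11 and 0 on its scale (12, 1 and 4 by the labels). Its genotype-specific DETs are 6361, 6180 and 2742, against 20, 11 and 2. The paper's DETs in common are 791 for Fengyou 3 and Svitava and 272 for all genotypes, against 1 and 0. It counts 1038 transcription factors and 103 of the ERF family among its DETs, against 1 and 0. Beside these 0 counts, DESeq2 gave 4 downregulated in Svitava on the paper's scale, 2 in common to all genotypes, and 13 of the ERF family.

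Of the alternatives set before the data were examined, only lanes as samples with an exact test and no filter came within 1.5 times, for the DETs of Svitava (3600 in all, 3461 upregulated on the paper's scale, 2935 specific); it did not for the downregulated DETs of Svitava or any count of the other genotypes, and none of the others did for any count. The setting chosen after the values were seen, lanes as samples with an exact test, no filter and an adjusted p under 0.05, came within 1.5 times for each of these counts: 23207 in total, 10690, 7737 and 4780 by genotype, 7609, 4961 and 2796 specific, and 701 and 277 in common. It called 969 of the 1032 transcription factor genes of Table S6 and 95 of the ERF family, and dropped the rest. The exact test without Svitava plant 8, also chosen later, came within it for the DETs of Svitava in total.

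For the RT-qPCR transcripts, a fold counts as within the paper's only with the same direction and within 1 standard error on the log2 scale. The fold of TraesCS5D02G011600 in Fengyou 3 is about 0.60 in Fig. 6, read by eye, and 1.09 here. It came within the paper's without infected plant 5 or without non-inoculated plant 9. In none of the other alternatives set before the data were examined did it do so. The fold of TraesCS4B02G021300 in Fengyou 3 is about 1.1 in Fig. 6, read by eye, and 0.456 here; it came within the paper's without non-inoculated plant 9 only. The fold of CYCLIN-T1-3 (TraesCS2B02G358600) in Fengyou 3 is about 1.2 in Fig. 6, read by eye, and 0.121 here, and none of those alternatives came within the paper's. On the log2 scale the standard errors of these folds were 1.21, 2.85 and 3.49. Each fold lay within 1 standard error of the paper's and differed by direction alone, so the counts decide nothing for or against it.

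The paper describes the expression profile after infection as lower in Akteur than in Svitava. By the labels, 59.2% of transcripts were higher in infected Akteur and 48.5% in infected Svitava, the reverse order. On the paper's scale the order is the paper's. Over transcripts above 0 in every library of the genotype, the shares by the labels were 48.4% and 50.1%. The order therefore depends on transcripts listed at 0. The paper describes the profile of Fengyou 3 as close to that of Akteur from its heatmap and numbers of DETs, which is another measure than a correlation of fold changes. The fold changes of these genotypes correlated over genes at 0.0938 (0.175 over genes with no library at 0). This is the highest of the 3 pairs. The values were 0.077 (0.159) for Fengyou 3 and Svitava and -0.00492 (0.12) for Akteur and Svitava. The spread between plants lowers all of them. For RT-qPCR, the paper describes the glycosyltransferase TraesCS7A02G215900 as lower in infected Akteur, where counts here were 423, 0 and 0 in infected and 0 in non-inoculated plants, and CYCLIN-T1-3 (TraesCS2B02G358600) as higher, where they were 1222, 0 and 553 against 0. It describes the MYB factor TraesCS4B02G174600 as lower in the infected resistant genotypes, where Fengyou 3 had 0 counts in all plants and Svitava 24, 0 and 0 against 0, 0 and 37. It describes TraesCS7A02G341400 and TraesCS3B02G239900 as higher there, where Svitava had 0 counts in all infected plants and 0, 122 and 270, and 0, 9 and 401, in non-inoculated ones. In Fengyou 3 the first had 0, 0 and 127 against 0, 56 and 0 counts and the second 0 in all plants. None of these genes had counts enough to be tested in the genotypes named here, and with 0 in most plants of at least 1 group the counts give no direction for or against the paper's.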

Other observations

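The mean response of the 3 genotypes, the larger response of Akteur and the size of the falls under each scaling within it, the tests on Table S4 and the ENSRNA comparison were chosen only after the result was seen, and the number of splits drawn within genotypes was lowered after a first, larger draw had been seen.

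Of gene groups that no passage covers, the argonaute TraesCS3A02G110100, of the family that binds small RNA in antiviral silencing, was at 14.46 CPM in infected and 116.4 in non-inoculated Svitava (log2 fold change -3.01, standard error 1.09, edgeR adjusted p = 1). Its log2 fold change was 1.22 (standard error 3.01) in Akteur and -0.30 (standard error 2.78) in Fengyou 3. It is the 1 tested of 2 genes of RNA silencing and was lower in Svitava when adjusted over the list alone, while DESeq2 called 0. PSA3 (TraesCS2B02G593000) had a log2 fold change of -0.86 (standard error 0.37, edgeR adjusted p = 1) in Svitava, at 220 CPM in infected and 399.1 in non-inoculated plants. PSI-J (TraesCS3A02G199900), a subunit of photosystem I, was listed at 0 in infected Svitava and at 6.019, 3.521 and 4.318 CPM in non-inoculated plants, the 1 of 7 tested genes of the light reactions called lower there over the list alone; DESeq2 called 0. Chlorophyll synthase (TraesCS2B02G199700), the 1 tested gene of tetrapyrrole synthesis, had a log2 fold change of 0.28 (standard error 2.61) in Svitava. Among 16 receptor kinase genes, TraesCS1A02G165700, with an LRRNT_2 domain, was listed at 0 in infected Akteur and at 7.236, 52.02 and 60.11 CPM in non-inoculated plants (edgeR adjusted p = 0.23), the 1 of 5 tested called lower over the list alone and by DESeq2.

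Over all transcripts edgeR called 0 genes of the remaining lists in any genotype. Over the list alone, 2 of 4 tested ribosomal protein genes were lower in Svitava, and DESeq2 called the same number; of these 2, TraesCS1A02G332600 is also listed as a TCP factor in Table S6. For 4, 7 and 8 tested cell wall genes in Akteur, Fengyou 3 and Svitava, for 1 tested gene of DNA replication in Fengyou 3, and for 1 and 2 tested cell cycle genes in Akteur and Fengyou 3, edgeR called 0 over the list alone, with 0 at an unadjusted p under 0.05 and 0 by DESeq2. The 1 senescence gene was not tested in any genotype. As markers of other tissues, 1 of 6 tested seed and flower genes was higher in Akteur over the list alone and by DESeq2, and 1 of 2 tested root genes, the dirigent protein TraesCS2D02G356800, was lower in Svitava by both; in Svitava 2 seed and flower genes were lower at an unadjusted p under 0.05 and by DESeq2. The study chose these genes on these libraries, all of those from Table S4 as running one way, so counts over a list alone are not independent evidence.

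In the mean of the 3 genotypes, 20 transcripts changed, of which 6 rose and 14 fell (edgeR adjusted p under 0.05, 32177 tested), and the 14 had lower estimates in each genotype, with mean log2 differences of -1.94 to -0.62 with no library at 0. TraesCS5A02G165700 had a mean log2 difference of -1.32 (standard error 0.16, adjusted p = 0.00207), with -2.36 in Akteur, -0.88 in Fengyou 3 and -0.71 in Svitava. TraesCS5D02G329200 had one of -1.10 (standard error 0.15, adjusted p = 0.00361), and TraesCS3D02G401200 rose by 0.79 (standard error 0.14, adjusted p = 0.0454, past the threshold neither with the size factors of DESeq2 nor with library size alone). Of the 6 that rose, 2 had no library at 0 and higher estimates in each genotype; the other 4 had 3 libraries at 0 and rest on the response of 1 genotype, and 3 of these had a lower estimate in another genotype. The count was 11 without non-inoculated Svitava plant 7, 13 without infected Fengyou 3 plant 1, 38 without infected Fengyou 3 plant 5 and 67 without non-inoculated Akteur plant 9. The names of 7 of the 14 place them on chromosomes 5A, 5B and 5D, and reads shared between such copies were not tested. Of 40 splits of the plants within genotypes, the real one included, 1 gave as many changed transcripts (20, highest other 3). Chance is argued against for this count, but 40 splits are too few to exclude it.

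A hypothesis is that these falls are a response to WDV that is larger in Akteur. A single library as the cause of their median is argued against. From log2 CPM, the median of the 14 is -1.233 with all libraries and at weakest -1.155 with 1 left out (infected Svitava plant 1). The 14 were picked for passing in these same libraries, which already disfavours transcripts that rest on 1 library. Scaling as the cause of the falls is argued against only as far as the scalings compared differ. The fitted median of the 14 is -1.186, -1.15 with the size factors of DESeq2 and -1.192 with library size alone. Under each scaling every one of the 14 lay at least 5.51 standard errors below 0, which picking them for passing largely sets. The scalings differ little, with a median over all tested transcripts of 0.0975, 0.158 and 0.116. The number of calls is less settled, with 14 passing under library size alone and 11 under the size factors of DESeq2, short of a bound of 12 set beforehand; TraesCS1D02G400100 (-1.16, standard error 0.202, to -1.13, 0.201), TraesCS2A02G114400 (-0.98, 0.17, to -0.94, 0.171) and TraesCS3B02G185900 (-0.62, 0.102, to -0.58, 0.104) ended with edgeR adjusted p of 0.0523, 0.056 and 0.056. For 12 of the 14, the response was lower in Akteur than in the mean of the other genotypes at a p under 0.05 adjusted over the 14 (median difference -1.178), while 0 of the 14 passed over all transcripts. That test may favour Akteur, as transcripts with a large fall in 1 genotype are more readily picked.

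Table S4 was weighed against the labels. Its fold changes run opposite to the labels of the libraries, with 1230 rows matched within 0.06 in any genotype with the sign turned and 8 as printed. By genotype, 423 matched turned in Akteur, 752 in Fengyou 3 and 60 in Svitava, and 6, 2 and 0 as printed, so Svitava rests on few rows. A contrast of non-inoculated over infected in the paper would give this. Treatment labels exchanged between the columns stay open, since the RT-qPCR folds tested here decide nothing: 2 had the sign of Fig. 6, 3 the other and 1 neither, each less than 1 standard error from 0. Reads of the virus could lower the share aligned to wheat, and the largest difference, -3.68 percentage points in Akteur, where the paper reports the highest virus titre, runs with the labels, but over the genotypes it did not pass (exact permutation p = 0.154 over 8000 arrangements). PSA3, lower in Akteur plants labelled infected (edgeR adjusted p = 0.0247 with all 18 libraries in a single model), runs with the labels if WDV lowers it, which no table used here tests.

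For 3 plants against 3 there are 10 splits, too few for a share under 0.05. Families are counted here by camera with the preset correlation, while with an estimated one 0 passed in each genotype. Akteur had 21 DETs where the highest other split had 5, and 5 changed transcripts where it had 0. It had 6 transcription factor families past the camera test where the highest other split had 1. Fengyou 3 had 12 DETs against 5, 0 changed transcripts against 0, and 3 families against 3. Svitava had 4 DETs against 10, 0 changed transcripts against 0, and 1 family against 1. As many as in the real split were found in 1, 1 and 1 of the 10 splits in Akteur, in 1, 10 and 2 in Fengyou 3, and in 8, 10 and 2 in Svitava.

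ENSRNA identifiers took 9.93% of counts in Fengyou 3 (SD 0.639, n = 6), 6.15% in Akteur (SD 0.807, n = 6) and 6.06% in Svitava (SD 0.638, n = 6). Fengyou 3 lay 3.83 percentage points above the other 12 libraries (exact permutation p = 5.39e-05 over 18564 splits, the smallest they can give), and a difference between treatments did not pass an exact test within genotypes (p = 0.856).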
